# Transcriptome Profiling Identifies *Multiplexin* as a Target of SAGA Deubiquitinase Activity in Glia Required for Precise Axon Guidance During *Drosophila* Visual Development

**DOI:** 10.1534/g3.116.031310

**Published:** 2016-06-01

**Authors:** Jingqun Ma, Kaelan J. Brennan, Mitch R. D’Aloia, Pete E. Pascuzzi, Vikki M. Weake

**Keywords:** histone ubiquitination, glia, axon guidance, SAGA, SCA7

## Abstract

The Spt-Ada-Gcn5 Acetyltransferase (SAGA) complex is a transcriptional coactivator with histone acetylase and deubiquitinase activities that plays an important role in visual development and function. In *Drosophila melanogaster*, four SAGA subunits are required for the deubiquitination of monoubiquitinated histone H2B (ubH2B): Nonstop, Sgf11, E(y)2, and Ataxin 7. Mutations that disrupt SAGA deubiquitinase activity cause defects in neuronal connectivity in the developing *Drosophila* visual system. In addition, mutations in SAGA result in the human progressive visual disorder spinocerebellar ataxia type 7 (SCA7). Glial cells play a crucial role in both the neuronal connectivity defect in *nonstop* and *sgf11* flies, and in the retinal degeneration observed in SCA7 patients. Thus, we sought to identify the gene targets of SAGA deubiquitinase activity in glia in the *Drosophila* larval central nervous system. To do this, we enriched glia from wild-type, *nonstop*, and *sgf11* larval optic lobes using affinity-purification of KASH-GFP tagged nuclei, and then examined each transcriptome using RNA-seq. Our analysis showed that SAGA deubiquitinase activity is required for proper expression of 16% of actively transcribed genes in glia, especially genes involved in proteasome function, protein folding and axon guidance. We further show that the SAGA deubiquitinase-activated gene *Multiplexin* (*Mp*) is required in glia for proper photoreceptor axon targeting. Mutations in the human ortholog of *Mp*, *COL18A1*, have been identified in a family with a SCA7-like progressive visual disorder, suggesting that defects in the expression of this gene in SCA7 patients could play a role in the retinal degeneration that is unique to this ataxia.

Chromatin regulators play an important role in neuronal development through their effects on gene expression. In particular, the removal of ubiquitin from monoubiquitinated histone H2B (ubH2B) is required for proper visual development (Poeck *et al.* 2001; Weake *et al.* 2008), and defects in histone deubiquitination are associated with retinal degeneration (David *et al.* 1997). Deubiquitination of ubH2B is catalyzed by the ubiquitin protease subunit of the Spt-Ada-Gcn5 Acetyltransferase (SAGA) transcriptional coactivator complex: Nonstop (FBgn0013717) in *Drosophila melanogaster*, Ubp8 in *Saccharomyces cerevisiae*, and USP22 in humans (Zhao *et al.* 2008; Henry *et al.* 2003; Weake *et al.* 2008; Zhang *et al.* 2008). SAGA’s ubiquitin protease requires three additional proteins for activity: Sgf11 (FBgn0036804), E(y)2, and ATXN7/Ataxin 7 (Kohler *et al.* 2010; Samara *et al.* 2010; Lang *et al.* 2011). Mutations in *nonstop* and *sgf11* disrupt photoreceptor axon targeting in *Drosophila* (Weake *et al.* 2008; Poeck *et al.* 2001; Martin *et al.* 1995; Berger *et al.* 2008). In humans, polyglutamine (polyQ) expansion in ATXN7 results in SCA7, a dominant neurodegenerative disorder distinguished from other ataxias by retinopathy (David *et al.* 1997; Enevoldson *et al.* 1994). Notably, polyQ-expanded ATXN7 reduces SAGA deubiquitinase activity *in vivo*; thus, defects in ubH2B deubiquitination could induce the retinal degeneration that is unique to this ataxia (McCullough *et al.* 2012; Yang *et al.* 2015; Lan *et al.* 2015).

Although SAGA associates with and deubiquitinates ubH2B at the majority of actively transcribed genes, only a subset of these genes require ubH2B deubiquitination for expression (Weake *et al.* 2011; Bonnet *et al.* 2014). Studies in yeast and flies indicate that SAGA deubiquitinase activity is required for activation of inducible, tissue-specific genes that regulate developmental processes (Henry *et al.* 2003; Weake *et al.* 2011). However, the SAGA-regulated genes that are required for visual development, and that directly result in the visual degeneration in SCA7 patients, are unknown.

Several studies indicate that proper SAGA deubiquitinase activity is required in glia, rather than neurons, for both visual development and healthy eye function. Clonal analysis indicates that *nonstop* is required in glia for their migration to the correct region of the brain where they subsequently provide appropriate termination cues to photoreceptor axons (Poeck *et al.* 2001). In addition, expression of polyQ-expanded ATXN7 in glia is sufficient to induce neurodegeneration in a SCA7 mouse model (Custer *et al.* 2006). Thus, we sought to identify genes regulated by SAGA deubiquitinase activity in glia, with the aim of identifying genes that are required in glia for proper migration, and that could lead to visual degeneration in SCA7.

Previously, we attempted to identify SAGA deubiquitinase-regulated genes that are required for neuronal connectivity by microarray analysis of gene expression in larvae (Weake *et al.* 2008). However, this approach did not identify suitable candidate genes due to the small number of lamina glial cells in the whole larvae. Here, we characterize the SAGA deubiquitinase-dependent transcriptome of glia enriched from the central nervous system and eye-antennal imaginal disc of *Drosophila* third instar larvae, and identify *Multiplexin* (*Mp*) as a target of SAGA deubiquitinase activity that is required in glia for lamina glial organization and proper photoreceptor axon targeting.

## Materials and Methods

### Genetics

The *nonstop* and *sgf11* alleles used in this study were previously described (Weake *et al.* 2008). Flies expressing the UAS-KASH-GFP transgene, *P{w^+mC^ = UAS-GFP-Msp300KASH}attP2*, were previously described (Ma and Weake 2014). The following three genotypes were used to label glial nuclei for affinity-enrichment in wild-type, *nonstop*, or *sgf11* mutant larvae respectively: w;;P{w^+m*^=GAL4}repo, *P{w^+mC^ = UAS-GFP-Msp300KASH}attP2/TM3*, *Sb^1^* for wild type, w;;P{w^+m*^=GAL4}repo, *P{ry^+t7.2^ = PZ}not^02069^ry^506^/ P{ry^+t7.2^ = PZ}not^02069^ry^506^*, *P{w^+mC^ = UAS-GFP-Msp300KASH}attP2* for *nonstop*, and w;;P{w^+m*^=GAL4}repo, *Pbac{w^+mC^ = RB}CG13379^e01308^/PBac{w^+mC^ = RB}CG13379^e01308^*, *P{w^+mC^=[UAS-GFP-Msp300KASH}attP2* for *sgf11*. For RNAi crosses, *w;;UAS-dicer2*; P{w^+m*^=GAL4}repo}, *ro-τlacZ/TM6C*, *Tb*, *Sb* flies were crossed with the following RNAi stocks provided by the Bloomington *Drosophila* Stock Center at Indiana University (*Luciferase*: BL35788; *Mp*: BL52981, BL32921; *jing*: BL55633, BL27024; *Rab6*: BL27490, BL35744; *ras*: BL31653, BL31654; and *uzip*: BL29558) and the Vienna *Drosophila* RNAi center (*sgf11*: 17166). RNAi crosses were performed at 28° and wandering third instar larval F1 progeny were analyzed. The following two genotypes were used for analysis of *loco^rC56^* localization in wild-type or *sgf11* larvae: w;;P{ry^+*^=lacZ-un1}loco^rC56^, *PBac{w^+mC^ = RB}CG13379^e01308^* and w;;P{ry^+*^=lacZ-un1}loco^rC56^ (BL10009) (Granderath *et al.* 1999; Winberg *et al.* 1992).

### Immunohistochemistry and X-gal staining

Central nervous system/eye-antennal disc lobe complexes from wandering third instar larvae were dissected and fixed with 4% formaldehyde before immunostaining with the following antibodies: anti-chaoptin (mAb24B10, mouse, 1:10; Developmental Studies Hybridoma Bank) (Fujita *et al.* 1982); anti-repo (8D12, mouse, 1:10, Developmental Studies Hybridoma Bank) (Alfonso and Jones 2002); anti-β-galactosidase (#A11132, rabbit, 1:500, Molecular Probes); goat anti-mouse Alexa Fluor 568 (#A11004, 1:300, Life Technologies); and goat anti-rabbit Alexa Fluor 488 (#A11001, 1:300, Life Technologies). Nuclei were stained using 0.1 μg/ml 4′,6-diamidino-2-phenylindole (DAPI, #40011, Biotium). Laser scanning confocal imaging was performed using a Nikon A1R inverted confocal microscope under a 40 × /1.30 NA oil immersion Nikon Plan Fluor objective. Confocal images are presented either as single planes or as 3-D maximum projection images consisting of 0.5–1.0 μm *z*-stacks using NIS-Elements software. X-gal staining of central nervous system/eye-antennal disc complexes from wandering third instar larvae was performed as described (Sweeney *et al.* 2012) with the following modifications: dissected central nervous system/eye-antennal disc complexes were fixed in 1% formaldehyde prior to staining, and 0.3% Triton X-100 was included in the X-gal staining solution. Stained complexes were examined using a Zeiss Discovery V12 light microscope.

### Glial nuclear RNA isolation and RNA sequencing (RNA-seq)

Central nervous system/eye-antennal disc complexes were dissected from wild-type, *nonstop*, and *sgf11* wandering third instar larvae. GFP-labeled glial nuclei were enriched from 400 dissected eye-brain complexes for each biological replicate and genotyped as previously described (Ma and Weake 2014). Total nuclear RNA was extracted from isolated glial nuclei using Trizol reagent (Life Technologies), treated with DNase (Roche), and mRNA was enriched and purified using an RNeasy MinElute Cleanup Kit (#74204, QIAGEN). RNA (7 ng) was used to generate double-stranded cDNA for each sample using the Ovation RNA-Seq System V2 (#7102, NuGEN technologies). Downstream indexed TruSeq PCR-free DNA libraries (Illumina) were constructed from amplified, double-stranded cDNA. All 12 samples were added to a single pool that was clustered in two lanes of a HiSequation 2500 paired-end v3 high output flowcell to generate two 101 base reads per cluster.

### RNA-seq data analysis

Four biological replicates were analyzed for each of the following genotypes: wild type, *nonstop*, and *sgf11*. Quality trimming was performed on paired-end reads for all 12 samples using Trimmomatic (v0.32) (Bolger *et al.* 2014) to remove bases with Phred33 < 30, resulting in properly paired reads of at least 50 bases. Quality trimmed reads were mapped against the bowtie-2 (v2.2.4) (Langmead and Salzberg 2012) indexed *D. melanogaster* genome (Drosophila_melanogaster.BDGP5.78) using Tophat (v2.0.13) (Trapnell *et al.* 2009). The raw counts matrix was generated by Htseq-count (v0.6.1) applying no strand-specific assay, union mode, and default parameters (Anders and Huber 2010). Differential expression analysis was performed on genes with greater than one count per million (CPM) in at least four of the 12 samples. Differentially expressed genes were detected in each mutant genotype relative to the wild-type genotype using edgeR (Robinson *et al.* 2010) using a False Discovery Rate (FDR) of less than 0.01. The distance matrix and scatter plots were generated using Bioconductor packages of DESeq2 (Love *et al.* 2014) and edgeR (Robinson *et al.* 2010), respectively, in R (v3.1.2). Gene Ontology (GO) term enrichment analysis was performed using a Fisher’s exact test and significantly enriched GO terms were defined as those with a FDR < 0.001. Actively transcribed genes were defined as fragments per kilobase of transcript per million mapped reads (FPKM) of greater than one in wild-type glia. The GO term analysis used the Bioconductor *Drosophila* genome annotation package 3.1.2 with GO data from March 17, 2015. GO terms with less than eight or more than 250 genes were removed, as were gene annotations with no supporting data.

The RNA-seq data for the central nervous system of OregonR larvae were obtained from the modENCODE project: Dm Tissue Expression RNA-seq third instar larvae central nervous system sequences (ModENCODE_4257). Two biological replicates for larval central nervous system RNA-seq data were mapped against the bowtie-2 (v2.2.4) (Langmead and Salzberg 2012) indexed *D. melanogaster* genome (Drosophila_melanogaster.BDGP5.78) using Tophat (v2.0.13) (Trapnell *et al.* 2009). A raw counts matrix was generated by Htseq-count (v0.6.1) applying no strand-specific assay, union mode, and default parameters (Anders and Huber 2010). A count matrix for the central nervous system and the wild-type glia nuclei was assembled, and edgeR was used to normalize libraries and determine the FPKM values for genes that had greater than one CPM in two or more of the six samples.

### qRT-PCR analysis

Exonic primers flanking intron regions of target genes were designed for quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis using Primer3. qRT-PCR analysis was performed on cDNA as previously described (Ma and Weake 2014).

### Data availability

All *Drosophila* strains are available upon request. The RNA-seq expression data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar *et al.* 2002) and are accessible through GEO series accession number GSE75681 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75681). RNA-seq data for the central nervous system of OregonR larvae were obtained from the modENCODE project: Dm Tissue Expression RNA-seq third instar larvae central nervous system sequences (ModENCODE_4257: SRR070409 and SRR070410). FPKM values for central nervous system *vs.* glial-enriched samples are reported in Supplemental Material, Table S1. Lists of up- and downregulated genes for each mutant relative to the wild type are provided in Table S2, Table S3, Table S4, Table S5, Table S6, and Table S7. Complete edgeR analysis results are reported in Table S8 and Table S9. Primer sequences are listed in Table S10. Raw counts for RNA-seq data are provided in Table S11. All R Code used in this study is available upon request.

## Results

### Enrichment of glia from wild-type, nonstop, and sgf11 optic lobes for transcriptome profiling

The compound eye of *Drosophila* is composed of ∼800 ommatidia, each of which contain eight different photoreceptor neurons (R1–R8 cells) arranged in a stereotypical pattern. During the third larval instar, R1–R8 photoreceptors extend axons from the eye imaginal disc through the optic stalk where they project into different synaptic layers in the optic lobe: R1–R6 project into the lamina between two layers of glial cells, the epithelial and marginal glia, while R7 and R8 extend further into the medulla (Clandinin and Zipursky 2002). Mutations in *nonstop* and *sgf11* result in a failure of glial cells to migrate into the lamina and misprojection of R1–R6 axons into the medulla (Poeck *et al.* 2001; Weake *et al.* 2008). Since clonal analysis indicates that the SAGA deubiquitinase Nonstop is required in glia to regulate cell migration (Poeck *et al.* 2001), we hypothesized that SAGA deubiquitinase activity is required in glia for the expression of specific genes that regulate glial migration, which in turn controls proper photoreceptor axon targeting. However, we note the formal possibility that SAGA could also be required in glia to provide the termination signal necessary for proper axon targeting; this alternative hypothesis will be addressed later in this study.

As a first step in identifying novel SAGA-regulated genes that are required in glia for neuronal targeting, we sought to identify genes regulated by SAGA deubiquitinase activity, specifically in optic lobe glia. To do this, we utilized our previously developed nuclei affinity purification protocol to enrich glial nuclei from the eye imaginal disc and optic lobes of wild-type, *nonstop*, and *sgf11* third instar larvae for transcriptome profiling (Ma and Weake 2014). This protocol utilizes antibodies coupled to magnetic beads to affinity enrich nuclei labeled with GFP fused to the Klarsicht, Anc-1, and Syn3-1 homology (KASH) domain of Msp300, which localizes EGFP to the cytoplasmic face of the nuclear membrane and is expressed under Gal4/UAS control (*UAS-KASH-GFP*) (Yu *et al.* 2006; Patterson *et al.* 2004; Fischer *et al.* 2004). To label glial nuclei with KASH-GFP, we crossed flies carrying the *UAS-KASH-GFP* transgene with the glial-specific *repo-Gal4* driver (Xiong *et al.* 1994; Halter *et al.* 1995; Sepp *et al.* 2001). To label glial nuclei in *nonstop* and *sgf11* mutant larvae with KASH-GFP, we crossed flies carrying the *nonstop* or *sgf11* mutant allele on the same chromosome as *repo-GAL4* to flies with the mutant allele on the same chromosome as *UAS-KASH-GFP*, as described by the genetic scheme outlined in Figure 1A. Using this approach, only glial nuclei in homozygous *nonstop* or *sgf11* mutant larvae are labeled with KASH-GFP. We do not obtain homozygous *nonstop* or *sgf11* adult flies since these mutations result in late larval/early pupal lethality.

**Figure 1:**
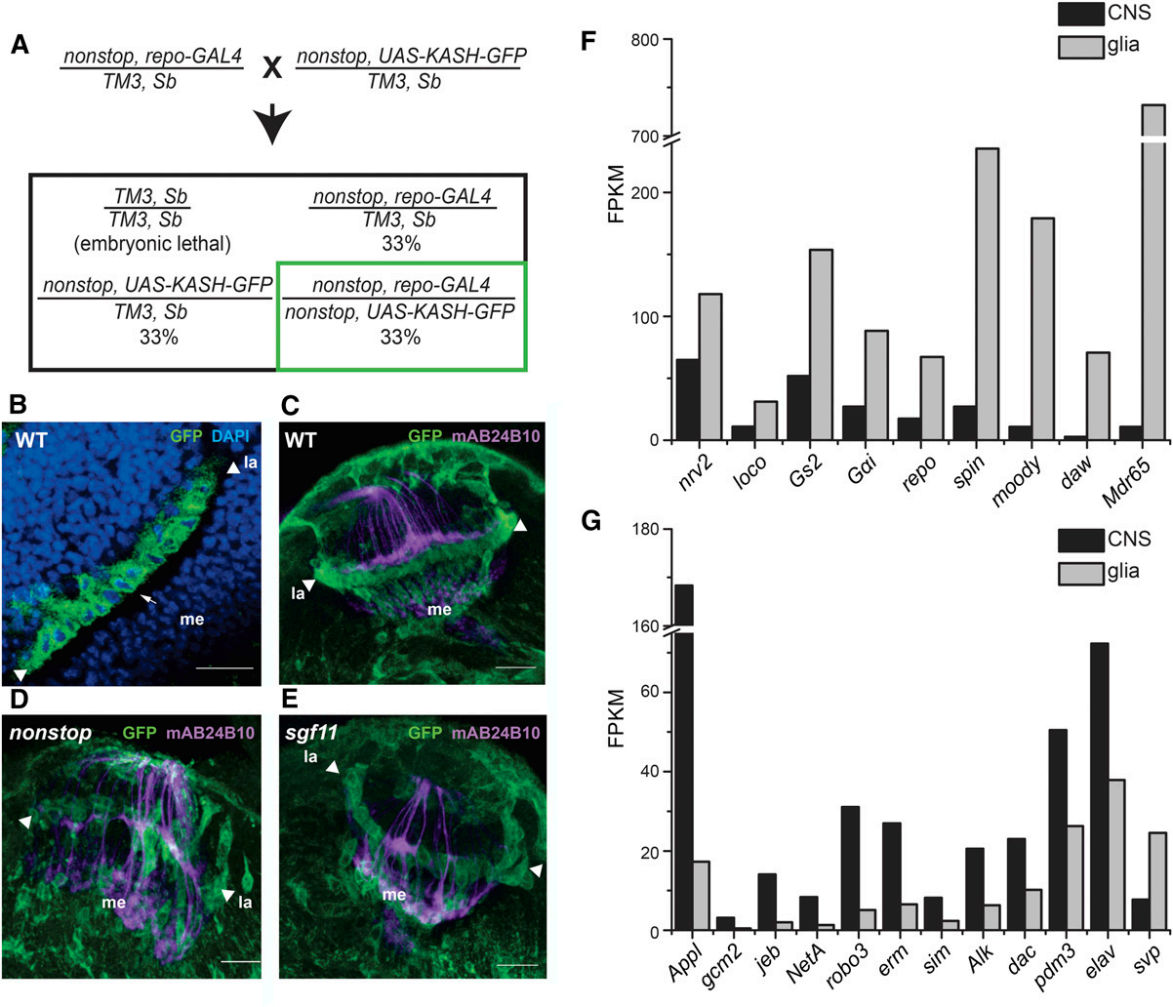
Glial nuclei are labeled with KASH-GFP in wild-type, *nonstop* and *sgf11* optic lobes. (A) Genetic scheme for positive labeling of glial nuclei in *nonstop* or *sgf11* homozygous mutant larvae. The expected percentage of progeny with each genotype at the larval stage is indicated. (B) Glial nuclei in a wild-type optic lobe were positively labeled with KASH-EGFP (GFP, green) and stained with DAPI (blue). Arrowheads mark the edges of the lamina (*la*), and the medulla (*me*) is indicated. A single KASH-GFP labeled glial nuclei is indicated by the arrow. Scale bars, 20 μm. (C–E) Glial nuclei in wild-type (C), *nonstop* (D), and *sgf11* (E) optic lobes were positively labeled with KASH-EGFP (GFP, green). Mutant genotypes (panels D and E) were labeled using the genetic approach described in panel A. In third instar larvae, R1–R8 photoreceptor axons (anti-chaoptin, mAB24B10, magenta) extend axons from the eye imaginal disc into the optic lobe where these terminate in either the lamina (R1–R6, *la*) or medulla (R7–R8, *me*). In the wild-type optic lobe, R1–R6 photoreceptor axons form a densely packed growth cone, whereas in *nonstop* and *sgf11* optic lobes, a subset of photoreceptor axons project through the lamina into the medulla. Arrowheads mark the edge of lamina. Scale bars, 20 μm. (F) Bar graph indicating the transcript level (FPKM) for glial markers in affinity-enriched glia (glia: this study) relative to the larval central nervous system (CNS: ModEncode). (G) Bar graph indicating the transcript level (FPKM) for neuronal markers in affinity-enriched glia relative to the larval central nervous system. CNS, central nervous system; DAPI, 4′,6-diamidino-2-phenylindole; EGFP, enhanced green fluorescent protein; FPKM, fragments per kilobase of transcript per million mapped reads; GFP, green fluorescent protein; KASH, Klarsicht, Anc-1, and Syn3-1 homology; WT, wild-type.

To test if glial nuclei were successfully labeled with KASH-GFP in each genotype, we examined the optic lobes dissected from third instar larvae using confocal microscopy. We immunostained the dissected eye-brain complexes with anti-chaoptin, which labels R1–R8 photoreceptor axons, to examine photoreceptor projections for comparison in each genotype. In optic lobes dissected from third instar larvae expressing *UAS-KASH-GFP* under *repo-Gal4* control, we observe GFP surrounding a DAPI-positive region in glial cells, consistent with nuclear envelope localization of the KASH-GFP tag (Figure 1B, arrow). Notably, we only observe GFP-labeled glia in a subset of the larval progeny from the *nonstop* or *sgf11* crosses, as expected from the genetic scheme described in Figure 1A. Further, progeny from the *nonstop* or *sgf11* crosses that exhibit GFP-labeled glia also show defects in photoreceptor axon targeting when compared with the wild type (Figure 1, C–E). Whereas in wild-type optic lobes, photoreceptor axons form thick growth cones in the lamina plexus (Figure 1C), in *nonstop* and *sgf11* optic lobes, many photoreceptor axons project through the lamina and terminate improperly in the medulla (Figure 1, D–E). Thus, glial nuclei were positively labeled with KASH-GFP in optic lobes from each of the wild-type, *nonstop*, and *sgf11* genotypes, enabling us to subsequently enrich these labeled nuclei using affinity purification (Ma and Weake 2014).

### Enriched glial nuclei express higher levels of glial-specific gene markers relative to the whole central nervous system

Since glial cells constitute no more than 10% of the total cells present in the central nervous system (Edwards and Meinertzhagen 2010), we sought to determine the level of enrichment of glial-expressed genes relative to the entire larval central nervous system in our affinity enriched nuclei. Initially, we examined levels of GFP transcripts in samples pre- and postaffinity enrichment, and found that GFP levels were 10–30 fold higher in glial nuclei from wild-type larvae following affinity enrichment (Figure S1), indicating that our samples are enriched for the GFP-labeled nuclei population of interest.

To estimate the enrichment of RNAs for glial-specific genes in our isolated nuclei, we compared gene expression in our wild-type glial samples to gene expression for the larval central nervous system. The libraries were normalized and gene expression (FPKM) was estimated with edgeR (Table S1). The expression level of genes that have previously been shown to be preferentially expressed in either glia or neurons was examined. The glial marker *repo* is expressed at ∼fourfold higher levels in the wild-type glia samples compared to the central nervous system (Figure 1F). However, four other glial-specific genes, *spin*, *moody*, *dawdle (daw)*, and *Multi drug resistance 65 (Mdr65)*, show much higher enrichment ranging from 9–68-fold (Bainton *et al.* 2005; Mayer *et al.* 2009; Zhu *et al.* 2008; Yuva-Aydemir *et al.* 2011). In contrast, several other glial marker genes including *nervana 2* (*nrv2)*, *locomotion defects (loco)*, *Glutamine synthetase 2* (*Gs2)*, and *G protein* α *i subunit* *(G*α*i)* are enriched between two- and threefold (Thomas and van Meyel 2007; Granderath *et al.* 1999; Freeman *et al.* 2003; Pereanu *et al.* 2005; DeSalvo *et al.* 2014). We note that the larval central nervous system RNA-seq data used for this comparison represents polyadenylated mRNA isolated from bulk tissue. Since our approach examines nuclear RNA rather than total cellular RNA, it is possible that the different levels of enrichment observed for these glial markers could represent temporal differences in transcription relative to total cellular mRNA levels. Other studies that have compared active transcription with steady-state mRNA by identifying intron regions (iRNA-seq) or nascent transcripts (GRO-seq) have shown that there is a lag of minutes to a few hours between acute changes in transcription and detectable changes in steady-state mRNA levels (Madsen *et al.* 2015; Step *et al.* 2014).

Next, we examined the expression level of several genes that have been shown to be expressed in neurons or their precursors. The well-characterized neuronal marker *elav* shows a twofold reduction in expression levels in the enriched-glial samples relative to the whole central nervous system (Figure 1G) (Robinow and White 1991). In addition, the transcription factor *gcm2*, which is expressed in glial and neuronal progenitor cells, shows an eightfold reduction in expression (Chotard *et al.* 2005). Other neuronal markers such as β *amyloid protein precursor-like* (*Appl*), *jelly belly (jeb)*, *Netrin-A (NetA)*, *roundabout 3 (robo3)*, *earmuff (erm)*, *single-minded (sim)*, and *Anaplastic lymphoma kinase (Alk)* show a 3–10-fold reduction in expression levels relative to the central nervous system (Martin-Morris and White 1990; Pecot *et al.* 2014; Bazigou *et al.* 2007; Timofeev *et al.* 2012; Pappu *et al.* 2011; Umetsu *et al.* 2006; Weng *et al.* 2010). In addition, the lamina neuron markers *dachshund (dac)* and *pou domain motif 3 (pdm3)* are reduced by twofold in the enriched-glial samples relative to the whole central nervous system (Mardon *et al.* 1994; Huang and Kunes 1996; Chen *et al.* 2012). We note that a recent study has shown that *pdm3* is also expressed in perineurial glial cells in the eye imaginal disc, possibly accounting for the relatively high expression of this gene in the glial-enriched data (Bauke *et al.* 2015). Surprisingly, we observed an enrichment rather than reduction in expression of the neuroblast marker gene, *seven up (svp)*, in the glial-enriched samples relative to the central nervous system (Chang *et al.* 2003). However, there is data supporting expression of *svp* in a subset of glial cells in embryos, suggesting that this gene might also be expressed in glial cells in the central nervous system (Beckervordersandforth *et al.* 2008).

Based on the direct comparison of GFP expression in our glial-enriched sample to the bulk nuclei prior to affinity enrichment (preisolation sample, Figure S1), we conclude that we have enriched the proportion of glial RNAs ∼10-fold relative to the entire central nervous system. Comparison of the glial-enriched data with publically available RNA-seq data for the larval central nervous system supports an enrichment of glial-specific RNAs and a reduction in the level of contaminating neuronal RNAs. However, since there are major differences in these data sets, in particular with regard to total cellular RNA *vs.* nuclear RNA, this comparison only provides a rough estimate of the level of enrichment of glial RNAs in our samples.

### Transcriptome profiling reveals genes that are coregulated by Nonstop and Sgf11 in glia

To identify genes that are transcriptionally regulated by SAGA deubiquitinase activity in glia, we isolated RNA from the enriched glial nuclei in *nonstop* and *sgf11* optic lobes and compared these transcriptomes with that of the wild type using RNA-seq. Four biological replicates were conducted for each genotype. 

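Transcripts of both mutated genes were low in the matching mutant glia. *nonstop* (*not*, FBgn0013717), which encodes the ubiquitin protease of the SAGA deubiquitinase module, was at 26.8 ± 2.43 CPM (SD, n = 4 libraries) in wild-type glia and 9.80 ± 0.91 CPM (SD, n = 4) in *nonstop* glia. This is a log2 fold change of -1.45 (SE 0.13, FDR = 1.54e-07 from edgeR's quasi-likelihood test). *sgf11* (FBgn0036804), which encodes a second subunit of this module, was at 4.73 ± 1.41 CPM (SD, n = 4) in wild-type glia and had 2 counts over the 4 *sgf11* libraries, a ratio of 75.6 (95% counting interval 20.9 to 624, which covers counting error only). In the other mutant, *nonstop* transcripts were downregulated in *sgf11* glia (log2 fold change -0.63, SE 0.13, FDR = 6.63e-04 from the same test). *sgf11* transcripts in *nonstop* glia had a log2 fold change of -0.28 (SE 0.27, FDR = 0.413), which did not pass the test. Both genes lie on chromosome arm 3L of BDGP6.

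**Figure D1:**
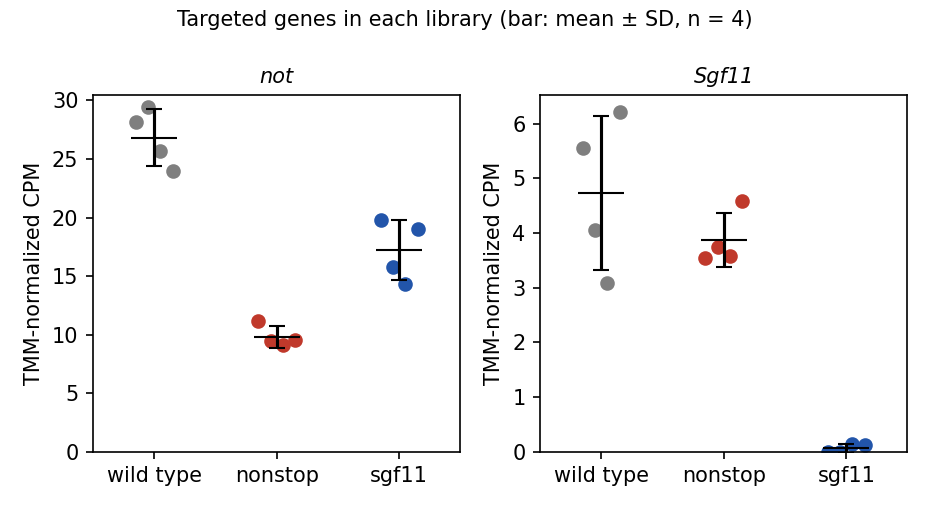
CPM of *nonstop* and *sgf11* in each library by genotype, with points for the 4 libraries of a genotype and bars for the mean and SD. *nonstop* is lowest in *nonstop* glia and *sgf11* is near 0 in *sgf11* glia.

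The assay was RNA-seq of nuclear RNA from GFP-labeled glial nuclei, which were affinity enriched from dissected eye-brain complexes of wandering larvae of the third instar. The authors trimmed the paired reads, aligned them to the BDGP5 genome with TopHat and counted reads per gene with HTSeq in union mode with no regard to strand. The files give whole counts for 15682 genes in 12 libraries. Counts assigned to genes ranged from 8535880 to 11459317 per library in wild type (median 9219678.5), from 7763472 to 11358569 in *nonstop* (median 8310725) and from 6913032 to 9824114 in *sgf11* (median 7401701.5). Entries of the count files that name no gene, mostly the entry for alignments that are not unique, held 96.1 to 96.7% of all counts in a library. They were left out of library sizes. A read aligned to several places can be counted there more than once, so this is not a share of reads. The 9966 genes with over 1 CPM of these gene counts in at least 4 libraries were tested, with TMM normalization and 1 fit to all 12 libraries. In counts simulated from the means and dispersions of these genes, where 100 genes changed 2-fold and 100 changed 4-fold in both mutants, the test found 65% and 88% of them in the *nonstop* comparison, and 64% and 89% in the *sgf11* comparison.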

We calculated the Euclidean distance matrix based on log transformed count data. This analysis showed that the transcriptome profiling of *nonstop* and *sgf11* optic lobe glia were similar to each other, and distinct from that of the wild-type glia (Figure 2A). 

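Glia of the *nonstop* and *sgf11* mutants lay closer to each other than either did to wild-type glia. The Euclidean distance between a *nonstop* and a *sgf11* library was 24.7 ± 1.63 (SD, 16 pairs of libraries) on regularized log2 counts of the genes tested. The distance from wild type was 40.7 ± 2.61 (SD, 16 pairs) for *nonstop* and 38.6 ± 2.63 (SD, 16 pairs) for *sgf11*. Libraries of the same genotype were 18.0 ± 1.87 apart in wild type, 19.8 ± 2.30 in *nonstop* and 19.5 ± 1.02 in *sgf11* (SD, 6 pairs each), so both mutants were also separate from each other. The mean distance from wild type to the mutants exceeded that between the mutants by 14.9. Of all 34650 assignments of the 12 libraries to 3 groups of 4, 70 gave a difference as large (exact permutation test, one-sided, p = 0.00202). This p-value reflects how far wild type stands apart and does not measure how alike the mutants are. With wild type kept, any other division of the mutant libraries gives a larger difference, since each distance between the mutants (at least 22.78) exceeded those within a mutant (at most 22.39). The first principal component held 59.6% of the variance and the second held 11.9%.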

The similarity of the *nonstop* and *sgf11* expression profiles suggests that loss of Nonstop or Sgf11 has a similar effect on gene expression, consistent with the findings of previous microarray studies and with their joint function in SAGA-mediated ubH2B deubiquitination (Weake *et al.* 2008).

**Figure 2:**
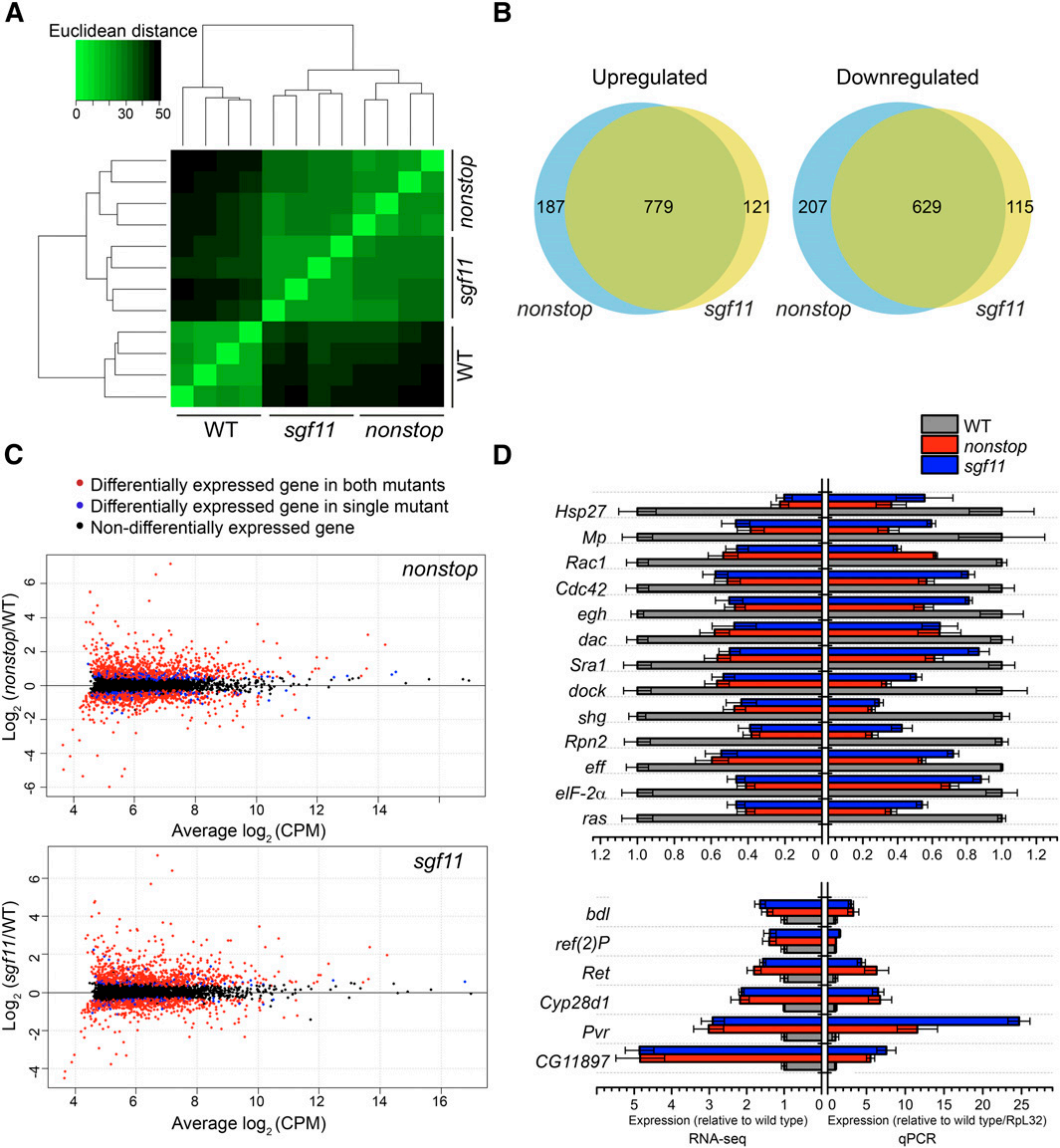
Mutations that disrupt SAGA deubiquitinase activity result in misregulated gene expression in optic lobe glia. (A) Hierarchical clustered heat map representing the Euclidean distance matrix of each genotype and biological replicate (*n* = 4) for RNA-seq analysis calculated based on regularized log_2_ transformed counts of each gene. More closely related samples are shown in light green (smallest distance, 0), and more distantly related samples are shown in black (largest distance, 50). (B) Venn diagrams indicating the number of overlapping genes that are significantly upregulated or downregulated (FDR < 0.01) in *nonstop* and *sgf11* optic lobe glia compared to wild-type optic lobe glia. (C) Scatter plots illustrating the average differential expression of each gene (dot) in mutant/wild-type glia relative to its average expression across all samples. Each gene is plotted based on the log_2_ expression ratio in either the *nonstop* (upper panel) or *sgf11* (lower panel) mutant/wild type (*y*-axis) relative to the log_2_ of its average expression level in CPM across all genotypes (*x*-axis). Genes that were identified as being significantly differentially regulated in both mutant genotypes are shown in red, and genes identified as significantly differentially regulated only in a single mutant genotype are shown in blue. (D) qRT-PCR analysis of transcript levels in cDNA from wild-type, *nonstop*, and *sgf11* optic lobe glia for a subset of the differentially regulated genes was compared with fold changes observed in the RNA-seq analysis. Mean transcript levels for each gene were normalized to *RpL32* and plotted relative to the wild type, which was set to one (right panel). RNA-seq result with fold change of genes of interest were plotted using raw abundance values compared to the wild type, which was set to one (left panel). Error bars denote standard error of the mean for three biological replicates for qRT-PCR analysis and four biological replicates for RNA-seq. CPM, count per million; FDR, false discovery rate; qPCR, quantitative polymerase chain reaction; RNA-seq, RNA sequencing; SAGA, Spt-Ada-Gcn5 acetyltransferase; WT, wild-type.

To identify genes that are transcriptionally regulated by SAGA deubiquitinase activity, we therefore sought to identify genes that are coregulated by Nonstop and Sgf11. To do this, we conducted edgeR analysis to identify genes that are misregulated in *nonstop* or *sgf11* glia using a FDR of < 0.01 (Robinson *et al.* 2010). 

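Of the 9966 genes tested, 1862 were significantly upregulated and 1699 were significantly downregulated in *nonstop* glia at an FDR under 0.01 from edgeR's quasi-likelihood test, and 1634 and 1403 in *sgf11* glia. Among the genes with the highest fold changes was the cytochrome P450 gene *Cyp6a17*, which had no count in the 4 wild-type libraries and was at least 526-fold higher in *nonstop* (39.5 ± 7.83 CPM, SD, n = 4) and at least 302-fold higher in *sgf11* (22.7 ± 4.93 CPM), taking 3 counts over the wild-type group as the floor. *CG32037* rose from 2.00 ± 0.799 CPM in wild type to 254 ± 45.3 in *nonstop* and 151 ± 13.8 in *sgf11* (SD, n = 4 each). By the genotypes that the paper lists, the wild-type larvae carried TM3, a balancer of chromosome 3, and the mutants did not. *Cyp6a17* is on chromosome arm 2R, which TM3 does not replace. Strain differences between wild type and the mutants were not tested and cannot be told apart here from effects of the mutations. Among those with the lowest fold changes were the lipocalin gene *NLaz* (log2 fold change -5.09 in *nonstop* and -3.44 in *sgf11*), the ecdysone-inducible gene *ImpE2* (-6.13 and -3.84), the serpin gene *Spn43Aa* (-5.14 and -4.31) and the transcriptional repressor gene *Blimp-1* (-4.90 and -3.84).

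The balance of up- and downregulated genes depended on scaling. Upregulated genes made up 52.3% of the genes called in *nonstop* and 53.8% in *sgf11*. They made up 68.7% and 69.2% when TMM factors came only from the genes in the deposited tables of the authors. This setting was chosen after the data were seen and raises the median log2 fold change of all genes by 0.146 in *nonstop* and 0.123 in *sgf11*. The deposited fold changes of the authors exceeded those of the main test by medians of the same size. With library size alone as the scale, the upregulated share in *nonstop* was 39.6%, with a shift of the median of -0.126. In *sgf11* it was 49.8%, with a shift of -0.0512. Limited to the 3633 genes of the deposited tables, with TMM factors computed from these genes, tests called 927 up and 813 down in *nonstop*, and 860 up and 705 down in *sgf11*. Among the same genes, the test of all genes called 678 up and 1152 down in *nonstop*, and 608 up and 978 down in *sgf11*.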

Using this approach, we identified 966 (Table S2) and 836 (Table S3) genes as significantly up- or downregulated, respectively, in the *nonstop* glia relative to wild-type glia, and 900 (Table S4) and 744 (Table S5) genes as significantly up- or downregulated, respectively, in the *sgf11* glia relative to wild-type glia (Figure 2B). Consistent with the similarity of the *nonstop* and *sgf11* expression profiles (Figure 2A), the majority of differentially expressed genes identified in *nonstop* and *sgf11* glia were overlapping. 

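Most genes called in one mutant were called in the same direction in the other. Of the 3561 genes called in *nonstop* glia, 69.7% were shared, and of the 3037 called in *sgf11* glia, 81.7% were shared, while 7 genes were called in opposite directions. Among these 7 was *CG32437*, which was at 1.54 ± 0.133 CPM in wild type, 38.5 ± 6.01 in *nonstop* and had 1 count over the *sgf11* libraries. If the calls in both mutants were independent, 305 genes would be shared among the upregulated and 239 among the downregulated genes. Across the genes tested, the log2 fold changes of both mutants had a Pearson r of 0.862, and 86.1% had the same sign. A direct test between the mutants called 210 genes, of which 82 were higher in *nonstop* and 128 were higher in *sgf11*, and between 122 and 221 genes with 1 library left out.

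**Figure D2:**
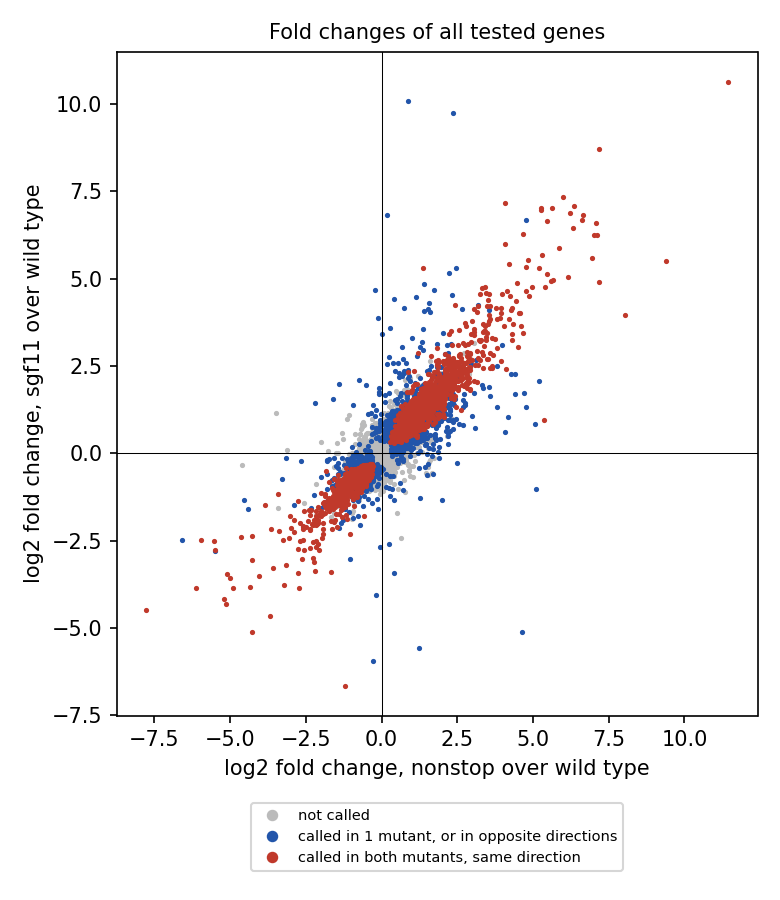
Log2 fold change of each tested gene in *sgf11* over wild-type glia (y-axis) against *nonstop* over wild-type glia (x-axis). Colors show genes called in both mutants in the same direction, genes called in 1 mutant or in opposite directions, and genes called in neither. The points lie along the diagonal, with r = 0.862 across genes, which are not independent replicates.

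Both comparisons use the same wild-type libraries, which ties their fold changes. In 20 simulations of unchanged groups against shared controls, r averaged 0.475 and at most 1 gene was called in both. The covariance of the fold changes averaged 0.044 there, against 0.799 in the real libraries, so the shared controls made up a small part of it. When the wild-type libraries were divided into 2 pairs, 1 pair per mutant, r lay between 0.759 and 0.784 over the 6 divisions. The covariance lay between 0.773 and 0.796. In these divisions 1388 to 1554 genes were called in both, with fewer wild-type libraries in each test.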

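At an FDR under 0.01 in each mutant, 1310 genes were significantly upregulated in both *nonstop* and *sgf11* glia and 1172 were significantly downregulated in both. All 8 mutant libraries lay above all 4 wild-type libraries for 1199 of the upregulated genes, and all 8 lay below for 1126 of the downregulated genes. For a gene not selected by a test, chance gives such a separation in 0.404% of cases, whereas genes called in both mutants are selected for it. Apart from the genes already named, the shared upregulated genes with the largest changes included the noncoding RNA gene *CR43144* (log2 fold change 6.36 in *nonstop* and 7.08 in *sgf11*) and the odorant receptor gene *Or23a*, with no count in wild type and at least 11.5-fold and 30.6-fold higher levels. The shared downregulated genes included *acs* (-4.28 and -5.12), *CG11349* (-3.67 and -4.66) and the cuticle protein gene *Cpr49Ac* (-5.01 and -3.57). Of all genes called in both mutants, the deposited tables list 529 of the upregulated and 867 of the downregulated genes. Tests limited to the genes of those tables, with TMM factors computed from them, called 741 up and 595 down in both mutants. With these factors and all genes tested, the counts were 1721 and 741.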

We identified 779 (Table S6) genes as being significantly upregulated in both *nonstop* and *sgf11* glia as compared to wild-type glia, and 629 (Table S7) genes as being significantly downregulated in both *nonstop* and *sgf11* glia (Figure 2B). 

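Genes called in *nonstop* alone had smaller changes than the shared genes. The group called in 1 mutant alone includes, for each mutant, the 7 genes called in both in opposite directions. In *nonstop* glia, the median absolute log2 fold change was 0.95 over the 2482 shared genes and 0.70 over the 1079 genes called in that mutant alone, and 46.7% against 29.8% of them changed by over 2-fold. In *sgf11* glia the gap was narrower, with a median of 0.86 over the shared genes and 0.80 over the 555 genes called in *sgf11* alone, and 41.7% against 36.2% over 2-fold. Of the genes called in 1 mutant alone, 1039 of the 1079 and 508 of the 555 had the same sign in the other mutant, and the test of the difference between the mutants called 62 and 80 of them. The genes of each group are described and not tested against each other, since genes are not replicates.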

Further, when we examined the change in transcript level of the significantly up- or downregulated genes in each mutant genotype relative to the wild type, and plotted this against the expression level of each gene, we observed that most of the differentially expressed genes that were identified in only one mutant exhibited smaller fold changes relative to those genes that were coregulated by Nonstop and Sgf11 (Figure 2C). Hence, we chose to focus our further analysis on the commonly up-and downregulated genes identified in *nonstop* and *sgf11* glia relative to wild-type glia. These Nonstop and Sgf11 coregulated genes will be hereafter referred to as SAGA deubiquitinase-regulated genes.

To validate the transcript level changes observed in our RNA-seq analysis, we analyzed transcript levels of 13 significantly downregulated genes and six significantly upregulated genes of potential biological relevance in wild-type, *nonstop*, and *sgf11* glia by qRT-PCR. The transcript level of each gene was normalized to the ribosomal gene *RpL32*, which is not transcriptionally regulated by SAGA (Weake *et al.* 2011). As expected from the RNA-seq analysis, all 13 of the significantly downregulated genes examined showed lower transcript levels in *nonstop* and *sgf11* glia relative to the wild type (upper panel, Figure 2D). Moreover, with the exception of *ref(2)P*, the other five upregulated genes examined showed increased transcript levels in *nonstop* and *sgf11* glia relative to wild-type glia. Therefore, we conclude that 1408 genes are regulated either directly, or indirectly, by SAGA deubiquitinase activity in glia, corresponding to ∼16% of actively transcribed genes in these glia. This number of SAGA deubiquitinase-regulated genes in glia corresponds well with previous studies in embryonic muscle that identified ∼14% of SAGA-bound, actively transcribed genes as being regulated by SAGA deubiquitinase activity (Weake *et al.* 2011).

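All 13 of the downregulated genes that the study chose for qRT-PCR fell in both mutants in the RNA-seq counts, where edgeR's quasi-likelihood test called each at an FDR under 0.01. They include regulators of the actin cytoskeleton. *Sra-1*, which encodes a subunit of the WAVE complex, was at 109 ± 8.37 CPM (SD, n = 4) in wild-type glia, with log2 fold changes of -0.60 (SE 0.09, FDR = 3.12e-05) in *nonstop* and -0.67 (SE 0.09, FDR = 1.35e-05) in *sgf11*. *dock*, the gene of an SH2/SH3 adaptor, changed by -0.59 and -0.58. The translation initiation factor gene *eIF-2alpha* changed by -0.85 and -0.55, and *eff*, a ubiquitin-conjugating enzyme gene, by -0.54 and -0.57. *RpL32*, the reference gene, had log2 fold changes of -0.28 (SE 0.10, FDR = 0.0307) in *nonstop* and -0.18 (SE 0.10, FDR = 0.169) in *sgf11* and was not called. The genes were chosen on these libraries, so their direction is not independent evidence. *dac* (-0.56 and -0.80) was no longer called in *nonstop* in 7 of the alternatives tried, among them the test limited to the genes of the deposited tables.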

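All 6 upregulated genes that the study chose, *ref(2)P* included, rose in both mutants in the RNA-seq counts at an FDR under 0.01 from the quasi-likelihood test. *CG11897*, which encodes a predicted ABC transporter, rose from 25.3 ± 3.34 CPM (SD, n = 4) in wild-type glia to 142 ± 11.7 in *nonstop* (log2 fold change 2.48, SE 0.11, FDR = 5.54e-11) and 156 ± 14.4 in *sgf11* (2.62, SE 0.11, FDR = 2.78e-11). *Pvr*, the PDGF and VEGF receptor gene, rose from 15.1 ± 2.19 CPM to 52.4 ± 3.14 and 55.7 ± 12.1. Log2 fold changes were, for the cytochrome P450 gene *Cyp28d1*, 1.38 and 1.45, for the receptor tyrosine kinase gene *Ret* 1.07 and 1.00, and for the cell adhesion gene *bdl* 0.79 and 1.05. *ref(2)P*, the p62 homolog of selective autophagy, was at 92.3 ± 8.95 CPM in wild type, with log2 fold changes of 0.70 (SE 0.13, FDR = 2.20e-04) and 0.81 (SE 0.13, FDR = 7.60e-05). Like the downregulated set, these genes were picked from the same libraries, so their direction is not independent evidence.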

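The genes called in the same direction in both mutants numbered 2482, or 24.9% of the genes tested. Against the 8511 genes with an FPKM over 1 in wild-type glia, computed with exon lengths of BDGP6, this is a share of 29.2%, and 23.9% when only the 2036 shared genes that pass this FPKM are counted. Of the 1408 genes in Tables S6 and S7, 1157 (82.2%) were called in the same direction here. Of the 629 downregulated genes 628 were called, and of the 779 upregulated genes 529. Another 1086 shared genes, 781 of them upregulated and 305 downregulated, are absent from the deposited tables. The study required over 1 CPM in at least 4 libraries, and the 3633 genes of the deposited tables are exactly those that pass when library totals include the entries that name no gene, so that 1 CPM equals 194 to 328 counts. When the tests were limited to these genes, the share was 15.7%. From the genes misregulated in both mutants, with the qRT-PCR results beside them, the paper concludes that SAGA deubiquitinase activity regulates these genes in glia, directly or indirectly.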

### SAGA deubiquitinase activates expression of genes involved in proteasomal degradation, protein folding, and axon guidance

To elucidate the characteristics of the SAGA deubiquitinase-regulated genes in glia, we examined the 1408 SAGA deubiquitinase-regulated genes for enrichment of specific GO terms. To do this, we conducted overrepresentation analysis relative to the entire genome separately for the upregulated and downregulated gene lists using Fisher’s exact test with a FDR of 0.001. Using this approach, we identified two and 12 biological processes as being significantly enriched in SAGA deubiquitinase up- and downregulated genes, respectively (Figure 3). 

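Among genes of neuronal synapses and excitability nearly all calls were upward in both mutants, and among regulators of the actin cytoskeleton most were downward. Of 58 tested genes of synaptic transmission, ion channels and neurotransmitter pathways, 32 were upregulated and 1 was downregulated in *nonstop* (34 and 1 adjusted over the list alone), 30 were upregulated and none was downregulated in *sgf11* (31 and 0 adjusted over the list alone), and 29 were upregulated in both. *unc-13*, required for synaptic vesicle priming, was at 366 ± 52 CPM (SD, n = 4) in wild-type glia with log2 fold changes of 2.31 and 2.69, the SNARE gene *Snap25* had 1.78 and 1.76, and the potassium channel genes *slo* and *eag* had 1.55 and 1.57, and 1.55 and 1.38. Of the 58 genes, 57 were above 1 CPM in wild-type glia. *elav*, the general neuronal marker, had log2 fold changes of 0.31 (SE 0.12, FDR = 0.0494) and -0.02 (SE 0.12, FDR = 0.891) and was not called. In wild type *elav* was at 197 CPM, against a list median of 18.6 CPM, a level that would hide a small added share of neurons. More neuronal nuclei in the mutant samples can therefore not be told apart from a change within glia. With library size alone as the scale, 16 of the list were upregulated in both.

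Of 35 tested actin regulators, 23 were downregulated and 2 upregulated in *nonstop* (25 and 2 adjusted over the list alone), 21 and 3 in *sgf11* (22 and 3 adjusted over the list alone), and 17 fell and 2 rose in both, or 11 and 2 with TMM factors from the genes of the deposited tables. The twinfilin gene *twf* had log2 fold changes of -1.12 and -0.80, *Act42A* fell by 1.17 and 1.00 and the capping protein gene *cpb* fell by 1.00 and 0.77, whereas *Gel*, which encodes the severing protein gelsolin, had 1.76 and 1.46. Of 35 genes of autophagy and the ubiquitin pathway outside the proteasome, 12 were downregulated and 4 upregulated in *nonstop* (13 and 4 adjusted over the list alone), 11 and 4 in *sgf11* (the same adjusted over the list alone), and 10 fell and 3 rose in both, or 6 and 5 with those TMM factors. Among them *TER94*, the p97 segregase gene, had -1.04 and -0.71, and the cullin gene *Cul2* 2.02 and 2.64. Of 46 replication and mitosis genes, 7 were downregulated and 5 upregulated in *nonstop* (6 and 4 adjusted over the list alone), 8 and 4 in *sgf11* (the same adjusted over the list alone), and 4 fell and 2 rose in both, or 1 and 4 with those TMM factors. Among these, *rap* (*fzr*) changed by -1.19 and -1.16 and *Nipped-B* by 1.00 and 0.73.

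**Figure D3:**
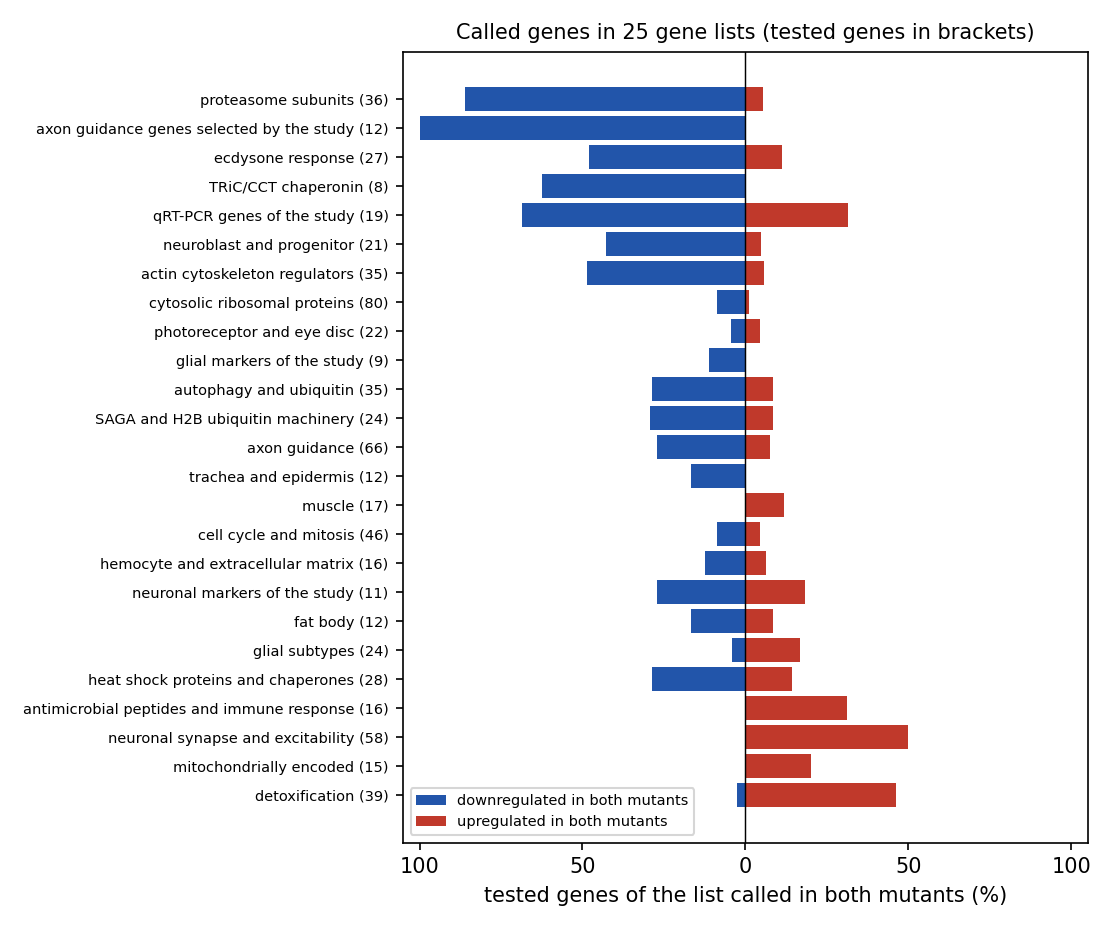
Percentage of the tested genes of each of 25 gene lists that was downregulated (bars to the left) or upregulated (bars to the right) in both mutants, with the number of tested genes in brackets. Lists are ordered by their median fold change, from proteasome subunits, the lowest, to detoxification genes, the highest.

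In camera, a test of each list against the other genes with a preset correlation of 0.01, synapse genes rose with adjusted p = 3.68e-08 in *nonstop* and 1.11e-07 in *sgf11*, and actin regulators fell with 5.01e-07 and 6.99e-06. The autophagy list had 0.0179 and 0.0817, and the mitosis list 0.287 and 0.297. None of these calls held with the correlation estimated from the data. The synapse list then had adjusted p = 0.271 and 0.223 with an estimated correlation, the actin list 0.183 and 0.196, the autophagy list 0.328 and 0.561 and the mitosis list 0.722 and 0.804. Among genes called in both mutants, synapse genes were overrepresented in the upregulated (adjusted p = 3.37e-10, Fisher's exact test, one-sided) and actin regulators in the downregulated genes (5.01e-07, and 4.16e-05 without the 3 that the study picked from these libraries). These lists were fixed for the tissue and are not the Gene Ontology terms of Figure 3.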

Intriguingly, SAGA deubiquitinase activity appears to be important for full expression of genes involved in the proteasome-mediated protein catabolic process. 

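Nearly all tested subunits of the 26S proteasome fell in both mutants. Of 36 tested among 49 listed subunits and variant isoforms, 32 were downregulated and 2 upregulated in *nonstop* (the same adjusted over the list alone), 31 and 2 in *sgf11* (32 and 2 adjusted over the list alone), and 31 fell in both. The median log2 fold change was -1.12 in *nonstop* and -0.82 in *sgf11*. *Rpn2* (FBgn0028692), a scaffold subunit of the 19S regulatory particle, was at 146 ± 14.8 CPM (SD, n = 4) in wild-type glia, 65.7 ± 14.2 in *nonstop* (log2 fold change -1.15, SE 0.14, FDR = 3.57e-06 from edgeR's quasi-likelihood test) and 70.6 ± 9.10 in *sgf11* (-1.04, SE 0.14, FDR = 1.29e-05). *Rpn3*, of the 19S lid, had log2 fold changes of -1.60 and -1.28, and *Prosalpha3*, of the 20S core, -1.32 and -1.32. The 2 upregulated members, *Prosbeta4R1* and *Prosbeta4R2*, are variant isoforms of a core subunit with 1 and 3 counts over the wild-type libraries. A further 2 variants (*Rpn13R* and *Rpt3R*, chosen after their values were seen) were not called in either mutant.

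**Figure D4:**
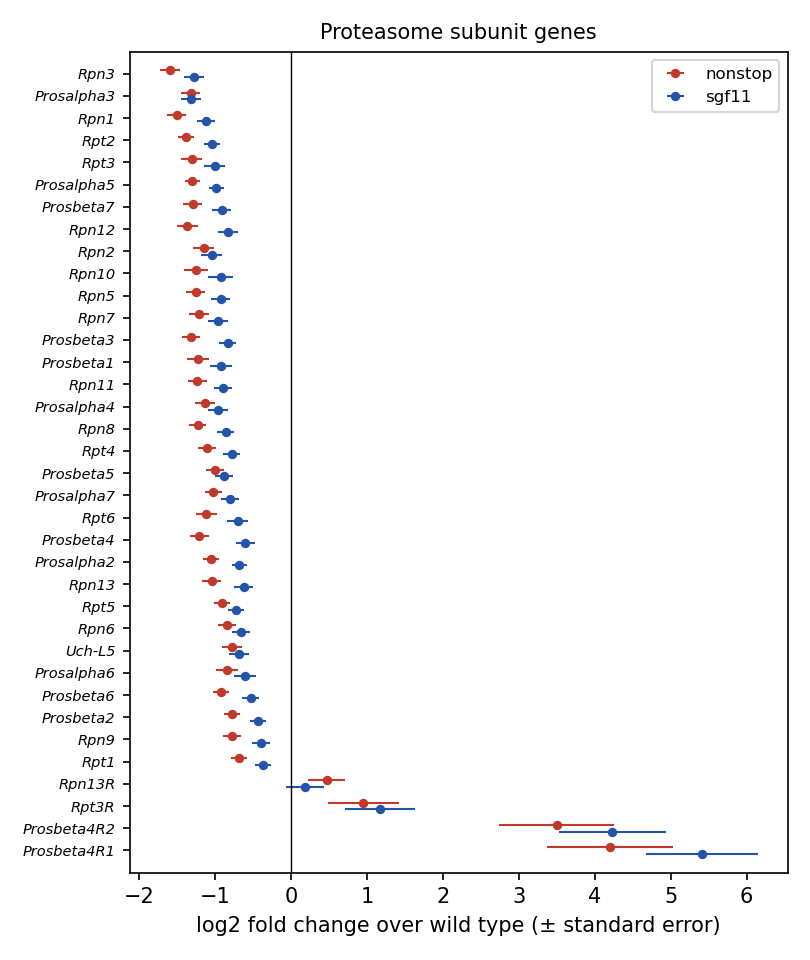
Log2 fold change of each tested proteasome gene in *nonstop* and *sgf11* over wild-type glia, with the SE as bars. The 4 genes above 0 in both mutants are variant isoforms, and the other 32 lie below 0.

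In camera, the list fell with adjusted p = 2.71e-15 and 4.32e-12, and with adjusted p = 0.186 and 0.196 with an estimated correlation. Among the genes downregulated in both mutants, proteasome subunits were overrepresented (adjusted p = 5.59e-23, Fisher's exact test, one-sided). The number that fell in both was between 28 and 32 in every alternative tried.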

Strikingly, 29 out of the 50 genes annotated as proteasome subunits, including *Regulatory particle non-ATPase 2* (*Rpn2*) (Figure 2D), are downregulated in SAGA deubiquitinase mutant glia. In addition to protein degradation, SAGA deubiquitinase activity also positively regulates the expression of genes involved in protein folding. 

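Of the 8 subunits of the cytosolic chaperonin TRiC, which folds actin and tubulin, 5 fell in both mutants, while other chaperones went both ways. All 8 TRiC subunits were tested, and 7 were downregulated in *nonstop* and 5 in *sgf11* (the same adjusted over the list alone). With TMM factors from the genes of the deposited tables, 4 fell and 1 rose in both. *Cct5* fell from 198 ± 18.9 CPM (SD, n = 4) in wild-type glia to 92.0 ± 9.53 in *nonstop* (log2 fold change -1.10, SE 0.10, FDR = 1.52e-07 from the quasi-likelihood test) and 106 ± 6.30 in *sgf11* (-0.90, SE 0.10, FDR = 1.89e-06). *CG8258* had -0.93 and -0.86, *Tcp-1eta* -0.88 and -0.86, and *Cctgamma* -0.76 and -0.63. In camera, the complex had adjusted p = 5.81e-04 and 0.00424, and adjusted p = 0.271 and 0.352 with an estimated correlation.

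Of 28 tested heat shock proteins and their partners, 8 were downregulated and 9 upregulated in *nonstop* (8 and 10 adjusted over the list alone), 8 and 5 in *sgf11* (the same adjusted over the list alone), and 8 fell and 4 rose in both, or 6 and 6 with TMM factors from the genes of the deposited tables. *Hsp70Aa*, an inducible chaperone gene, was at 1.09 ± 0.28 CPM in wild type and had log2 fold changes of 1.96 and 1.47. *Hsc70-2* had 5.07 in *nonstop* and 0.84 (FDR = 0.329) in *sgf11*, from 0.288 ± 0.203 CPM in wild type. By the genotypes that the paper lists, *nonstop* larvae also carried the allele *ry506*, which *sgf11* larvae did not. Whether the rise of *Hsc70-2* comes from that chromosome rather than the loss of Nonstop was not tested. In camera, this list had adjusted p = 0.898 and 0.789, and adjusted p = 0.957 and 0.911 with an estimated correlation. TRiC subunits were overrepresented among the genes downregulated in both mutants (adjusted p = 0.00287, Fisher's exact test, one-sided). In the same test the heat shock list had adjusted p = 0.0321, and 0.0941 without the 1 member that the study picked from these libraries.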

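*Hsp27* (FBgn0001226), a small heat shock protein gene on chromosome arm 3L, fell by a similar amount in both mutants. It was at 693 ± 105 CPM (SD, n = 4) in wild-type glia, 180 ± 33.2 in *nonstop* and 175 ± 44.4 in *sgf11*. These are log2 fold changes of -1.94 (SE 0.18, FDR = 1.90e-07 from edgeR's quasi-likelihood test) and -1.98 (SE 0.18, FDR = 1.94e-07). The lowest wild-type library had 545 CPM and the highest mutant library 219 CPM. Ordered by the mean fold change of both mutants, *Hsp27* was number 76 of the 1172 genes downregulated in both, and number 27 of the 867 of these that the deposited tables list. *Hsp67Ba*, a second member of the small heat shock family, had log2 fold changes of -1.49 and -1.30.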

One of the most highly downregulated genes identified in SAGA deubiquitinase mutants relative to the wild type, *Heat shock protein 27* (*Hsp27*), encodes a molecular chaperone required for proper protein folding (Figure 2D). In addition to these processes that play a critical role in glial function, we identified genes involved in axon guidance as being significantly enriched among the SAGA deubiquitinase downregulated genes.

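Of 66 tested genes of axon guidance, 20 were downregulated and 7 upregulated in *nonstop* (20 and 8 adjusted over the list alone), 22 and 7 in *sgf11* (22 and 8 adjusted over the list alone), and 18 fell and 5 rose in both, or 12 and 9 with TMM factors from the genes of the deposited tables. The study itself picked 11 of the 66 from these libraries, and 10 of these fell and 1 rose in both. Of the other 55, 8 fell and 4 rose in both, so 14.55% fell, against 11.76% of all genes tested. Among the genes downregulated in both, the full list had adjusted p = 0.00158 (Fisher's exact test, one-sided). Without the 11 picked genes it had adjusted p = 0.765 in the same test. Since the picked genes were chosen partly for their fall, enrichment is not independently tested by the list with them or without them. The transcription factor gene *jing*, listed here as in the study, fell from 543 ± 109 CPM (SD, n = 4) in wild-type glia to 224 ± 68.6 in *nonstop* (log2 fold change -1.28, SE 0.22, FDR = 1.24e-04 from the quasi-likelihood test) and 234 ± 74.2 in *sgf11* (-1.21, SE 0.22, FDR = 2.49e-04). *Ect4*, a TIR domain adaptor gene, rose with log2 fold changes of 0.95 and 0.90. The list as a whole had a median log2 fold change of -0.12 in *nonstop* and -0.19 in *sgf11*, which was 0.03 in *nonstop* with those TMM factors. With these 11 included, camera gave adjusted p = 0.129 and 0.0244, and adjusted p = 0.722 and 0.770 with an estimated correlation.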

**Figure 3:**
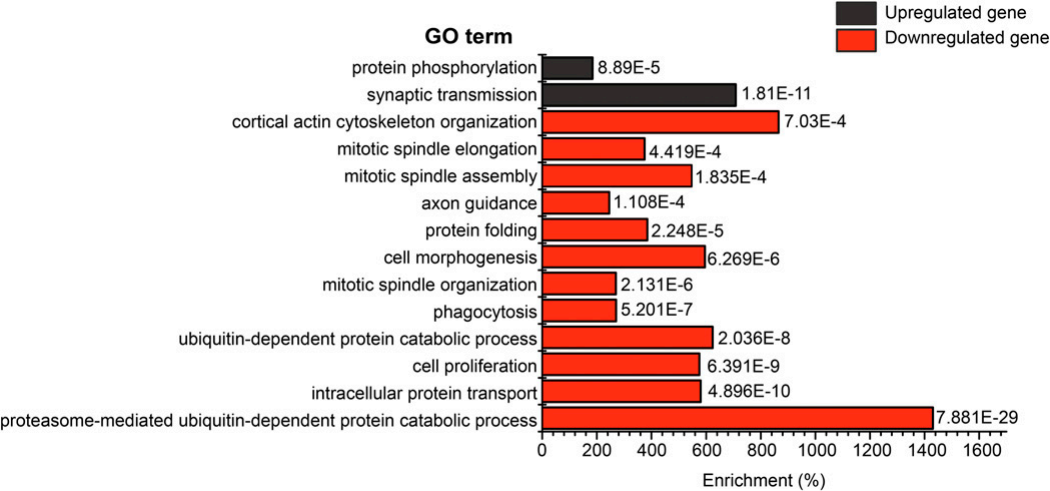
SAGA deubiquitinase-regulated genes are enriched for Gene Ontology terms including proteasome function, protein folding, and axon targeting. Significantly enriched biological process GO terms (FDR < 0.001) of upregulated genes (black) and downregulated genes (red) in both *nonstop* and *sgf11* optic lobe glia. Adjusted *p*-values for each GO term are shown to the right of each bar. Enrichment (x-axis) represents the fold increase of the number of genes in each GO term over the number expected by chance. FDR, false discovery rate; GO, Gene Ontology; SAGA, Spt-Ada-Gcn5 acetyltransferase.

### The SAGA deubiquitinase target Mp is required in glia for proper axon targeting

To test the hypothesis that SAGA deubiquitinase activity regulates the expression of genes that are required in glia for proper photoreceptor axon targeting, we sought to identify SAGA-regulated genes that were expressed in glia with potential functions in controlling axon guidance. To do this, we compared the list of 629 genes that were significantly downregulated in SAGA deubiquitinase mutant glia (Table S7) with the 3701 genes that were expressed in glia (FPKM glial/CNS > 1.5), and the 263 *Drosophila* genes with GO term annotations that included the term axon guidance. Based on these criteria, we selected 12 genes that were present in all three groups for further analysis (Figure 4A). 

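All 12 selected genes fell in both *nonstop* and *sgf11* glia at an FDR under 0.01 (12 in each mutant adjusted over the list alone). The collagen gene *Multiplexin* (*Mp*, FBgn0260660) was at 62.5 ± 8.93 CPM (SD, n = 4) in wild-type glia, 27.7 ± 5.13 in *nonstop* (log2 fold change -1.17, SE 0.14, FDR = 2.32e-06 from edgeR's quasi-likelihood test) and 36.1 ± 3.60 in *sgf11* (-0.79, SE 0.13, FDR = 1.50e-04). *raspberry* (*ras*, FBgn0003204), the gene of inosine monophosphate dehydrogenase, fell from 141 ± 15.1 CPM to 67.9 ± 10.3 (-1.05, SE 0.11, FDR = 9.56e-07) and 82.4 ± 4.28 (-0.77, SE 0.11, FDR = 3.06e-05). The small GTPase gene *Rab6* (FBgn0015797) had log2 fold changes of -0.71 and -0.58, and the adhesion gene *unzipped* (*uzip*, FBgn0004055) -0.68 and -0.50. The E-cadherin gene *shg* had -0.86 and -0.89, the metalloprotease gene *kuz* -0.87 and -0.71, *egh* -0.86 and -0.69, *fog* -0.64 and -0.52, *zfh1* -0.66 and -0.60, *EndoGI* -0.92 and -0.63, and *Sema-1b* -0.55 and -0.61.

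**Figure D5:**
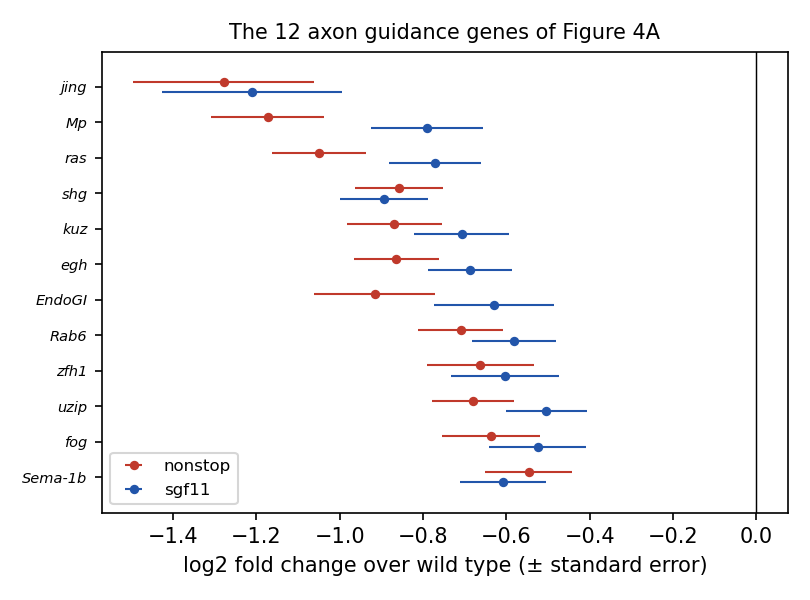
Log2 fold change of each of the 12 selected genes in *nonstop* and *sgf11* over wild-type glia, with the SE as bars. All lie below 0 by more than the SE.

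The median log2 fold change was -0.86 in *nonstop* and -0.66 in *sgf11*. In camera the list fell with adjusted p = 2.30e-07 and 6.30e-07, and with adjusted p = 0.0414 and 0.0507 with an estimated correlation. The study selected these genes partly for being downregulated in these libraries, so their direction is not independent evidence. *uzip* was higher in wild-type replicate 2 (165 CPM) than in the other wild-type libraries, and its calls held without it. The comparison with the larval central nervous system that the selection also used was not analysed here.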

To test if these genes were required in glia for proper photoreceptor axon targeting, we examined photoreceptor projections following glial-specific expression of two independent RNAi constructs against four of these genes: *jing* (FBgn0086655), *raspberry* (FBgn0003204), *Rab6* (FBgn0015797), and *Multiplexin* (FBgn0260660). We also tested the one available RNAi line against a fifth gene, *unzipped* (FBgn0004055). The remaining genes were not examined in this study because we could either not obtain RNAi-expressing lines for these genes, or they were not as highly expressed in glia relative to the central nervous system as compared with the other five genes. We expressed RNAi constructs in glia using the *repo-Gal4* driver and examined photoreceptor axon targeting using the R2–R5-specific marker *ro*-τ*lacZ* (Garrity *et al.* 1996; Sepp *et al.* 2001). Axon targeting was examined for each RNAi line in the presence and absence of the Gal4 driver to control for nonspecific expression of RNAi. Axon targeting defects were classified based on the number of misprojected axons as either no defect (mistargeted axons ≤ 1; Figure 4B), mild defect (mistargeted axons ≤ 4; Figure 4C), or severe defect (mistargeted axons ≥ 5; Figure 4D*)*. As controls, we examined photoreceptor axon targeting upon expression of RNAi against *sgf11* and the nonspecific gene, *Luciferase*. Glial-specific expression of RNAi against *sgf11* results in mild to severe axon targeting defects in 74% of optic lobes analyzed (Figure 4E). In contrast, knockdown of *Luciferase* resulted in only 3 out of 40 analyzed optic lobes showing a mild axon targeting defect (Figure 4E). Out of the five genes we examined, only one gene showed a significant defect in photoreceptor axon targeting upon glial-specific expression of RNAi relative to the minus Gal4 control for both independent RNAi lines: *Multiplexin* (*Mp*). Glial-specific expression of two independent RNAi constructs against *Mp* results in a mild to severe axon targeting defect in 52% and 84%, respectively, of the optic lobes analyzed, similar to the level of axon targeting defect observed upon expression of RNAi against *sgf11* (Figure 4E). *Mp* had previously been shown to be required in neurons for proper motor axon targeting (Meyer and Moussian 2009). Our results indicate that *Mp* is also required noncell-autonomously in glia for proper neuronal targeting. Although we were only able to identify a requirement for *Mp* in glia for photoreceptor axon targeting in the genes analyzed in this study using our strict criteria, we note that one of the other genes we examined, *jing*, showed an extremely severe axon targeting defect for one (but not both) RNAi lines tested.

**Figure 4:**
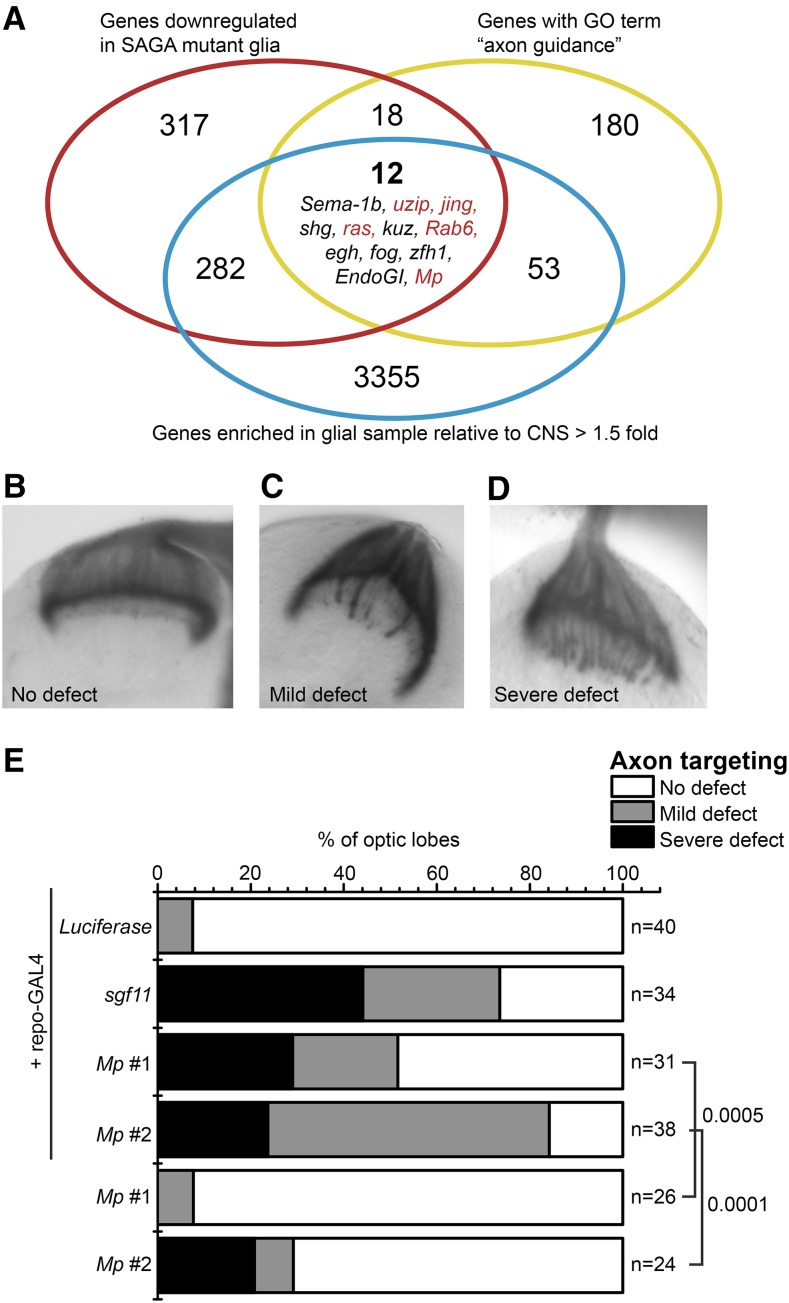
SAGA deubiquitinase-regulated gene *Multiplexin* is required in glia for proper photoreceptor axon targeting. (A) Venn diagram showing the overlap between genes expressed in glia greater than one-and-a-half-fold increase relative to the central nervous system, genes that are significantly downregulated in both *nonstop* and *sgf11* glial relative to the wild type (FDR < 0.01), and genes with GO terms that contain the term axon guidance. Genes selected for RNAi screening are highlighted in red. (B–D) Axon targeting defects were examined using X-gal staining of the R2–R5 axon marker *ro*-τ*lacZ* and classified as either no defect (mistargeted axons ≤ 1, panel B), mild defect (mistargeted axons ≤ 4, panel C), or severe defect (mistargeted axons ≥ 5, panel D). Representative images for each category from glial-specific expression of RNAi against *Luciferase* (panel B), *Mp* (panel C), and *sgf11* (panel D) are shown. (E) Stacked bar graph indicating the percentage of optic lobes exhibiting defects in R1–R6 photoreceptor axon targeting upon expression of RNAi against the indicated genes expressed in glia under *repo-GAL4* control. n, number of optic lobes analyzed. Fisher’s exact test was performed between each *Mp* RNAi genotype (two independent lines) ± *repo-Gal4* and the *p*-value is indicated for each comparison next to each bar. CNS, central nervous system; FDR, false discovery rate; GO, Gene Ontology; RNAi, RNA interference; SAGA, Spt-Ada-Gcn5 acetyltransferase.

### Glial-specific knockdown of Mp modestly disrupts lamina glial organization, which correlates with mistargeting of photoreceptor axons

The prevailing model for how photoreceptor axons R1–R6 find their targets in the brain is that lamina glial cells provide the signals that are necessary to control photoreceptor axon termination (Poeck *et al.* 2001). Since both *sgf11* and *nonstop* mutant larvae have strong defects in glial migration (Weake *et al.* 2008; Poeck *et al.* 2001), the simplest model for how SAGA functions in this process is that SAGA deubiquitinase activity is required for the expression of genes in glia that are necessary for their proper migration. However, one alternative possibility is that SAGA deubiquitinase-activated genes are also required in glia following migration to provide the appropriate termination signal to photoreceptor axons. While this second possibility is unlikely, neither we nor Poeck *et al.* (2001) were previously able to distinguish whether SAGA was also required in glia, following migration, to provide the termination cue necessary for axon targeting. Thus, to address this second possibility, we reexamined glial organization in *sgf11* homozygous mutant larvae using a *lacZ* enhancer trap in the *locomotion defects* locus (l*oco^rC56^*) that marks lamina glia, including both marginal and epithelial glial layers, medullary glial cells, and subretinal cells (Granderath *et al.* 1999; Winberg *et al.* 1992). In the wild type, a thick layer of lamina glial cells is observed in the lamina region (*la*) where R1–R6 photoreceptor axons terminate, forming the lamina plexus (Figure 5A). In contrast, significant numbers of these glia are absent from the lamina region in the *sgf11* mutant, concomitant with misprojection of photoreceptor axons into the medulla (Figure 5A, boxed region R2). However, as shown in the *sgf11* optic lobe in Figure 5A, in some mutant animals a subset of glia migrate appropriately to the lamina (Figure 5A, boxed region R1). Notably, in these regions of the lamina where glia are present, we observe normal photoreceptor axon termination. From this, we conclude that although SAGA deubiquitinase activity is required for glia to migrate, it is not subsequently required in glia to provide the signal necessary for proper axon termination. Based on these observations, we hypothesized that the photoreceptor axon targeting defects observed upon glial-specific expression of RNAi against the SAGA deubiquitinase-activated gene, *Mp*, would correlate with defects in lamina glial migration. Thus, we examined both glial organization and axon targeting in optic lobes in which RNAi against *Mp* had been expressed specifically in glia. To visualize photoreceptor axons, we used *ro*-τ*lacZ*, which labels R2–R5 photoreceptor axons (Garrity *et al.* 1996). To label glia, we immunostained with antibodies against the glial-specific transcription factor Repo (Xiong *et al.* 1994). As expected from our previous X-gal staining analysis (Figure 4), we observed reproducible axon targeting defects upon expression of RNAi against both *sgf11* and *Mp* in glia (Figure 5, C–D, arrowheads). In contrast, glial-specific expression of RNAi against *Luciferase* does not result in any observable axon targeting defect (Figure 5B), and well organized layers of glia are present in the lamina region (Figure 5B, dotted lines). Whereas in *sgf11* mutant larvae, there is a strong glial migration defect (Figure 5A), expression of RNAi against *sgf11* in glia results in a much weaker glial migration phenotype; in contrast to *sgf11* optic lobes in which entire regions of lamina glial cells are missing, expression of RNAi against *sgf11* results in a slight disruption to glial organization (Figure 5C). Surprisingly, this modest defect in glial organization is still associated with mistargeting of a subset of photoreceptor axons (Figure 5C, arrowheads). It is likely that expression of RNAi against *sgf11* does not result in complete loss of Sgf11 protein, however, we cannot confirm this since there is no antibody available to detect Sgf11. Thus, we conclude that knockdown of Sgf11 in glial cells modestly disrupts lamina glial cell migration and/or organization, and correlates with mistargeting of photoreceptor R1–R6 axons.

**Figure 5:**
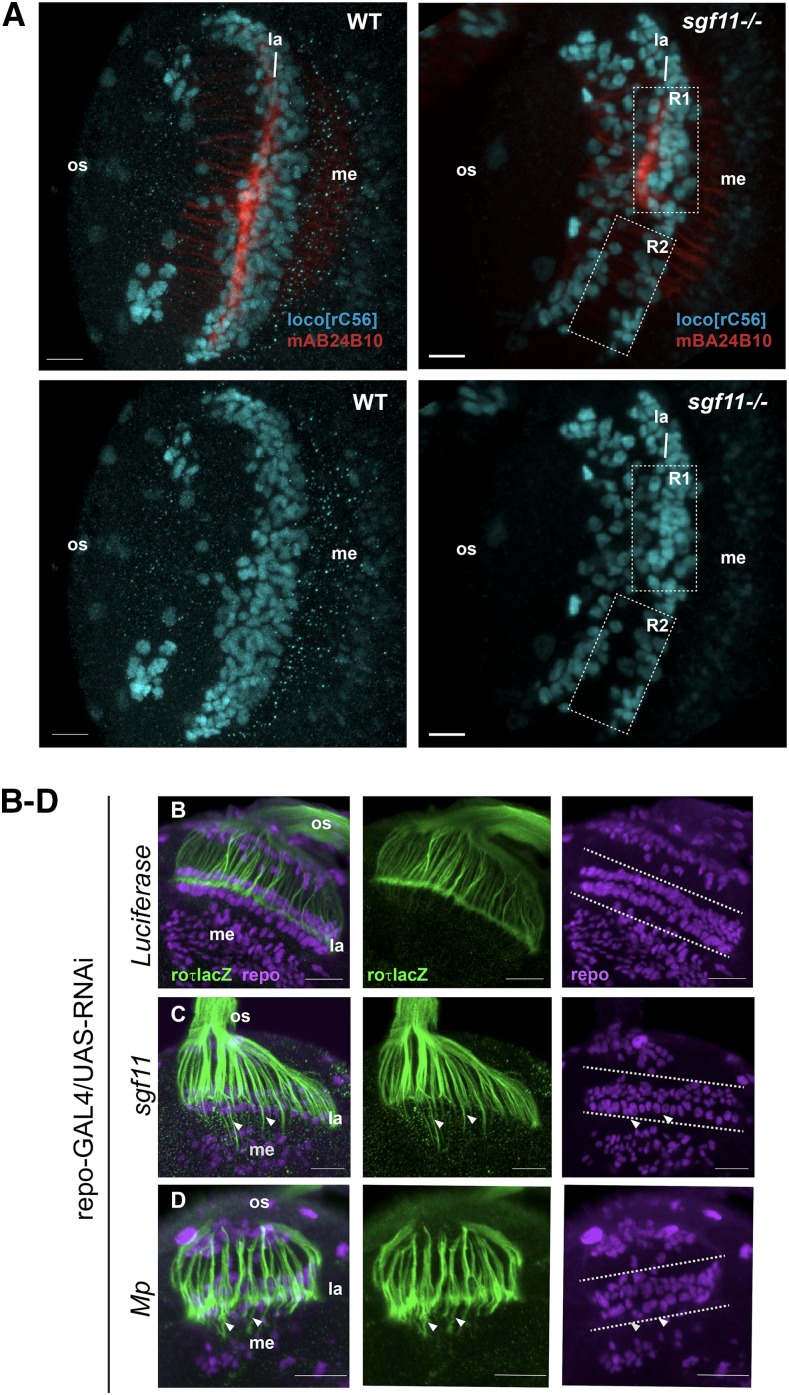
Glial-specific expression of RNAi against *Multiplexin* modestly disrupts lamina glial organization, which correlates with photoreceptor axon mistargeting. (A) Lamina glia were visualized in WT and *sgf11* optic lobes using the *loco^rC56^* marker (blue), and R1–R8 photoreceptor axons were labeled using anti-chaoptin (mAB24B10; red). In WT larvae, glia migrate appropriately to the lamina ganglia where they express the *loco^rC56^* marker. In *sgf11* larvae, although some glia migrate appropriately and express *loco^rC56^* (boxed region R1), many glia are absent from the lamina (boxed region R2), correlating with mistargeting of photoreceptor axons. Merged images for glia and axons are shown in the upper panel, and single channel images for glia alone (*loco^rC56^*) are shown in the lower panel. Optic stalk, os; Lamina, la; Medulla, me. Scale bars, 20 μm. (B–D) RNAi constructs against the indicated genes were expressed specifically in glia using the *repo-GAL4* driver, and targeting of photoreceptor axons was examined using the R2–R5 photoreceptor axon marker *ro*-τ*lacZ* (left and middle panels, green). Glial cells were labeled for comparison using anti-repo (middle and right panels, magenta). Maximum projection images of 0.5 μm z-stacks are shown for each knock-down. The positions of individual mistargeted photoreceptor axons are indicated by arrowheads in each panel. The expected position of lamina glial cells is indicated by dotted lines in the right panels for each genotype. Scale bars, 20 μm. RNAi, RNA interference; WT, wild-type.

Similar to expression of RNAi against *sgf11*, expression of RNAi against *Mp* does not cause a significant defect in glial migration. However, we do observe modest disorganization of lamina glia (Figure 5D, arrowheads), and this slight disruption to lamina glial organization is sufficient to result in mistargeting of photoreceptor axons (Figure 5D, arrowheads). These observations show that there is a spatial correlation between defects in glial cell organization and axon mistargeting upon knockdown of *Mp*, indicating that *Mp* is required in glia for proper lamina glial migration and/or organization, which in turn controls photoreceptor axon termination. However, based on these analyses alone, we cannot formally exclude the possibility that *Mp* is also required in glia to provide a termination signal to photoreceptor axons, even though SAGA itself is not.

## Discussion

Here, we identify novel gene targets of the transcription coactivator SAGA in *Drosophila* central nervous system glia. We show that the SAGA-activated gene, *Mp*, is required in glia for proper lamina glial organization and subsequent photoreceptor axon targeting in the optic lobe. Prior to this study, *nonstop*, *sgf11*, and the miRNA *bantam* were the only genes reported to be required in lamina glia for their migration (Li and Padgett 2012).

*Mp* encodes an ortholog of vertebrate collagen XV/XVIII and consists of three major domains: an N-terminal thrombospondin-related domain, triple helix, and a C-terminal Endostatin domain. The identification of *Mp* in this study suggests a novel role for collagen XV/XVIII in glial migration. *Mp* had previously been shown to be required in neurons for correct motor neuron axon pathfinding during embryogenesis (Meyer and Moussian 2009). The C-terminal Endostatin domain of Mp, which can be proteolytically released (Heljasvaara *et al.* 2005), is sufficient for proper motor axon pathfinding in *Drosophila* embryos (Meyer and Moussian 2009). Endostatin, which acts as a signaling molecule (Wickstrom *et al.* 2005), is also necessary for homeostatic synaptic plasticity, and modulates both presynaptic calcium influx and neurotransmitter release (Wang *et al.* 2014). Intriguingly, mutations in human collagen XVIII (*COL18A1*) are associated with Knobloch syndrome, a rare autosomal recessive disorder characterized by severe vision problems including vitreoretinal degeneration (Sertie *et al.* 2000; Bishop *et al.* 2010). In addition, a mutation in *COL18A1* has been identified in an Indian family with SCA7-like symptoms including ataxia and progressive blindness (Paisan-Ruiz *et al.* 2009). Since polyQ-expanded hATXN7 reduces SAGA deubiquitinase activity *in vivo*, in part through sequestration of the ubiquitin protease USP22 (McCullough *et al.* 2012; Yang *et al.* 2015; Lan *et al.* 2015), SAGA deubiquitinase-regulated gene expression is likely to be defective in SCA7 patients. Notably, expression of polyQ-expanded ATXN7 in glia is sufficient to induce neurodegeneration in a SCA7 mouse model (Custer *et al.* 2006), indicating that SAGA deubiquitinase function in glial cells plays a crucial role in SCA7 pathogenesis. This finding is consistent with the general role that glia play in the progression, and in some cases initiation, of neurodegeneration in polyQ-diseases (Lobsiger and Cleveland 2007). Thus, we speculate that downregulation of *COL18A1* expression in glia in SCA7 patients could contribute to the specific visual degeneration associated with this ataxia. However, while defects in expression of other vertebrate collagens (*COL4A1* and *COL4A2*) were identified in microarray analysis of gene expression in a human astrocyte cell culture model of SCA7, *COL18A1* was not identified as being significantly misexpressed (McCullough *et al.* 2012).

An unexpected finding from this study was the overlap between genes that are transcriptionally regulated by SAGA deubiquitinase activity in glia and proteins that are sequestered by polyQ-ATXN7 into inclusion bodies in SCA7. These inclusion bodies that form in the nuclei of neuronal cells result from aggregation of the polyQ-mutant protein, and are a hallmark of polyQ diseases (Holmberg *et al.* 1998; Takahashi *et al.* 2003). Strikingly, several of the major classes of SAGA-regulated genes in glia, including those that regulate protein folding and protein degradation, also form the major protein components of these inclusion bodies. In particular, subunits of the 19S proteasome and the molecular chaperones are both transcriptionally regulated by SAGA in glia (this study) and found in SCA7-associated inclusions (Janer *et al.* 2010; Takahashi *et al.* 2002, 2003; Zander *et al.* 2001; Matilla *et al.* 2001). Notably, one of the most downregulated genes identified in SAGA deubiquitinase mutant glia, *Hsp27*, encodes a molecular chaperone that has reduced levels in SCA7 patients (Tsai *et al.* 2005) and that attenuates polyQ protein toxicity in a *Drosophila* model of neurodegenerative disease when overexpressed (Liao *et al.* 2008). The overlap between transcriptional targets of SAGA in glia and proteins that aggregate in SCA7 inclusion bodies suggests that SCA7 could reduce the levels of proteins involved in protein folding and proteasomal degradation in glial cells both directly and indirectly, through reduced SAGA deubiquitinase activity. It remains to be determined whether this further reduction in the levels of proteins that require SAGA deubiquitinase activity for expression in glia contributes to polyQ-toxicity and neurodegeneration in SCA7.

Previously, we showed that SAGA deubiquitinase activity was important for full expression of tissue-specific genes with developmental functions (Weake *et al.* 2011). When we compare the SAGA deubiquitinase-activated genes in embryonic muscle with those identified in glia in this study, we find that there are only 24 commonly downregulated genes. Since the genes that are activated by SAGA deubiquitinase activity differ so completely in these two different cell types, our findings indicate that the sensitivity of a particular gene to ubH2B-deubiquitination is dependent upon epigenetic factors rather than sequence information such as promoter motifs. Identifying the common chromatin landscape of genes that require SAGA deubiquitinase activity for expression may therefore provide insight into how tissue-specific gene expression is controlled at the chromatin level.

## Supplementary Material

Supplemental Material

# Supplementary material for: Transcriptome Profiling Identifies Multiplexin as a Target of SAGA Deubiquitinase Activity in Glia Required for Precise Axon Guidance During Drosophila Visual Development
**Source:** G3 (Bethesda). 2016 Jun 1;6(8):2435–45. doi: 10.1534/g3.116.031310
**Supplement:** Supplemental Material

Transcriptome Profiling Identifies Multiplexin as a Target of SAGA Deubiquitinase Activity in Glia Required for Precise Axon Guidance During Drosophila Visual Development — Supplemental Material 

# Transcriptome Profiling Identifies *Multiplexin* as a Target of SAGA Deubiquitinase Activity in Glia Required for Precise Axon Guidance During *Drosophila* Visual Development

## Supplemental Material for Ma *et al.*, 2016

**Files in this Data Supplement:**

- Figure S1 - qRT-PCR analysis of the GFP transcript level for the four wild-type glial samples used for RNA-seq (post-isolation) compared to each corresponding "pre-isolation" sample. (.ai, 118 KB)
- Table S1 - FPKM values for larval central nervous system (Dm Tissue Expression RNA-seq third instar larvae central nervous system sequences, ModENCODE\_4257: SRR070409, SRR070410) versus glia-enriched nuclear RNA (this study). (.xlsx, 480 KB)
- Table S2 - 966 genes significantly upregulated in nonstop glia compared to wild-type glia based on edgeR analysis with a FDR < 0.01. (.xlsx, 45 KB)
- Table S3 - 836 genes significantly downregulated in *nonstop* glia compared to wild-type glia based on edgeR analysis with a FDR < 0.01. (.xlsx, 39 KB)
- Table S4 - 900 genes significantly upregulated in *sgf11* glia compared to wild-type glia based on edgeR analysis with a FDR < 0.01. (.xlsx, 40 KB)
- Table S5 - 744 genes significantly downregulated in *sgf11* glia compared to wild-type glia based on edgeR analysis with a FDR < 0.01. (.xlsx, 36 KB)
- Table S6 - 779 genes significantly upregulated in both *nonstop* and *sgf11* mutant glia compared to wild-type glia based on edgeR analysis with a FDR < 0.01. (.xlsx, 36 KB)
- Table S7 - 629 genes significantly downregulated in both *nonstop* and *sgf11* mutant glia compared to wild-type glia based on edgeR analysis with a FDR < 0.01. (.xlsx, 34 KB)
- Table S8 - EdgeR output of differential analysis of *nonstop* vs. wild-type glia. (.xlsx, 266 KB)
- Table S9 - EdgeR output of differential analysis of *sgf11* vs. wild-type glia. (.xlsx, 263 KB)
- Table S10 - Primer sequences for qRT-PCR used in this study. (.xlsx, 12 KB)
- Table S11 - Raw counts RNA-seq data for wild-type (wt), *nonstop* and *sgf11* mutant glia. (.xlsx, 1075 KB)

# Supplementary material for: Transcriptome Profiling Identifies Multiplexin as a Target of SAGA Deubiquitinase Activity in Glia Required for Precise Axon Guidance During Drosophila Visual Development
**Source:** G3 (Bethesda). 2016 Jun 1;6(8):2435–45. doi: 10.1534/g3.116.031310
**Supplement:** Supplemental Material

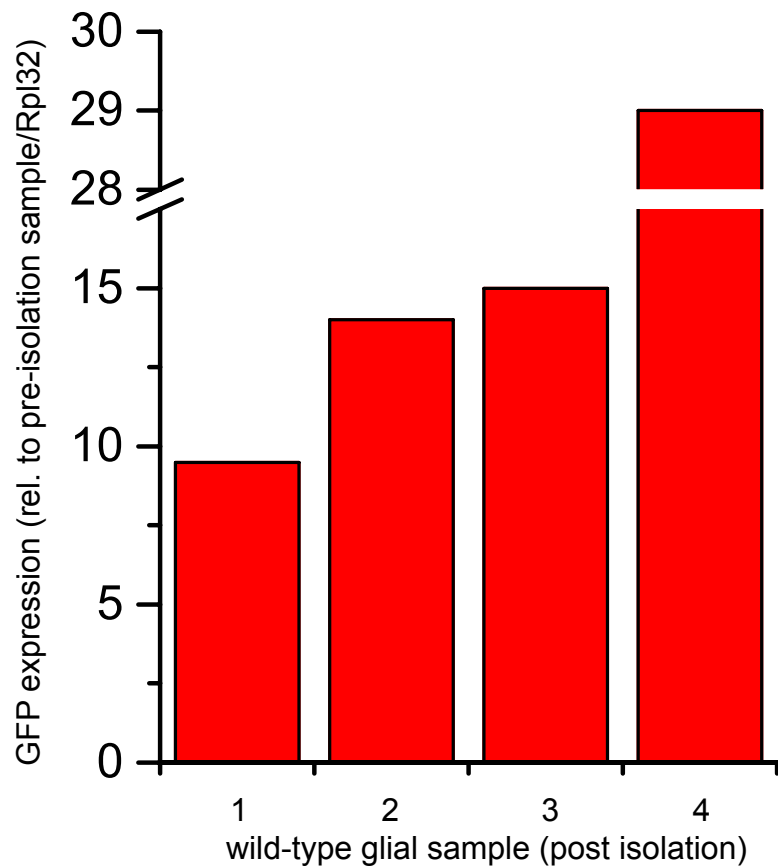

Supplemental Figure 1. qRT-PCR analysis of the GFP transcript level for the four wild-type glial samples used for RNA-seq (post-isolation) compared to each corresponding “pre-isolation” sample. For each post-isolation sample, GFP transcript level is normalized to Rpl32 transcript level and is plotted relative to the pre-isolation sample, which is set to one.

How the deposited data were processed for this re-analysis (not part of the article)

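Nuclear RNA of affinity-enriched glial nuclei was sequenced from eye-brain complexes of wild-type, *nonstop* and *sgf11* larvae, with 4 libraries per genotype and 12 in all. For the deposited count files, the authors trimmed the reads with Trimmomatic 0.32, aligned them with TopHat2 2.0.13 and Bowtie2 2.2.4 to the BDGP5 genome and counted reads per gene with HTSeq 0.6.1, and the values are whole read counts for 15682 genes. The deposited edgeR tables of the authors, 1 per mutant, list 3633 genes with a log2 fold change over wild type and a mean expression in log2 CPM (counts scaled by library size). Their remaining columns hold the p-value of the authors' edgeR test and its false discovery rate. The genotype of each library was taken from its sample record, and the count columns from the headers of the files.

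Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Entries of the count files that name no gene were left out. Genes with over 1 CPM in at least 4 of the 12 libraries were kept, which left 9966 genes, and counts were normalized by TMM. Each mutant was compared with wild type, and *nonstop* with *sgf11*, by edgeR's quasi-likelihood test in 1 model of all libraries, with Benjamini-Hochberg adjustment over the genes kept and an FDR threshold of 0.01. A gene called in both mutants passed this threshold in both in the same direction. The biological coefficient of variation was 0.154. Log2 fold changes are those of the fit, with edgeR's default prior count of 0.125. Group values are the mean and SD of CPM on TMM-scaled library sizes, and the SE of a fold change is that of the fit.

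Depth was 6913032 to 11459317 counts assigned to genes per library, so that 1 CPM is about 7 to 11 reads. Where a group had no count, a lower bound of the fold was computed with a floor of 3 counts over the group, and where it had 1 to 3, a 95% interval of the ratio, both of which cover counting error only. The tests were checked on simulated data with known changes. False calls at the threshold numbered 1 for *nonstop* and 2 for *sgf11* with the quasi-likelihood test, 4 and 7 with edgeR's exact test, and 3 and 9 with DESeq2. Camera with the preset correlation called 0 of 20 random lists in the *nonstop* comparison. Genes were simulated independently of each other, so this does not check lists whose genes are correlated.

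Distances between libraries are Euclidean on regularized log2 counts from DESeq2. The share of expressed genes uses FPKM with exon lengths of the BDGP6 annotation, which also gave gene symbols and chromosome arms, while the authors counted on BDGP5. Of the listed genes, 4 (*zip*, *Pak*, *chp* and *Drs*) whose name the annotation gives only as a synonym of another gene were left out, which was decided after the data were seen. For 25 gene lists, called members were counted over all genes tested and again with the adjustment over the list alone. Each list was tested with limma's camera on voom values, with a preset correlation between genes of 0.01 and with the correlation estimated from the data, and with Fisher's exact test among the genes called in both mutants, which was repeated, after the data were seen, without the members that the study picked from these libraries, a choice that depends on the outcome and lowers the share of called members. The lists cover proteasome subunits, heat shock proteins and chaperones, the TRiC chaperonin, axon guidance, neuronal synapse and excitability, glial and neuronal markers of the study, glial subtypes, neuroblasts and progenitors, cell cycle and mitosis, photoreceptors and eye disc, and hemocytes and extracellular matrix. They also cover fat body, muscle, trachea and epidermis, mitochondrially encoded genes, the ecdysone response, detoxification, antimicrobial peptides and immune response, autophagy and ubiquitin, SAGA and H2B ubiquitin machinery, cytosolic ribosomal proteins, actin regulators, and 2 sets that the study picked, for axon guidance and for qRT-PCR.

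The comparisons, their tests, the gene lists, the alternatives and the rule for naming genes were set before the data were examined, though Tables S2 to S9 of the paper had been seen. The rule names the genes that the paper names for its RNA-seq, the 10 highest and 10 lowest mean fold changes among genes called in both mutants whose mutant libraries all lie on the same side of the wild-type libraries, 4 members of each list by fold change among called members, and the 4 genes with the lowest p-value between the mutants. Other genes are said to be chosen after their values were seen where they appear. Alternatives were edgeR's exact test, DESeq2, RLE size factors, library size without TMM factors, no filter on low counts, a mean log2 CPM above 4.5, tests limited to the genes of the deposited tables, a fit of only the 2 groups compared, an FDR of 0.05, a block for the replicate number and leaving out each of the 12 libraries. Alternatives that change the genes tested or leave out a library computed the TMM factors anew from what was kept. TMM factors from the genes of the deposited tables, applied to all genes, were added after the data were seen. Replicate numbers were not taken as pairs, since residuals of libraries with the same number had correlations of -0.0764 to 0.122 between genotypes. The larval central nervous system data of Figure 1 and the qRT-PCR were not analysed here.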

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

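The splits of the libraries, the test on chromosome 4 and the tests of explanations for the chromosome 3, synapse and ecdysone patterns, apart from that on *chinmo*, *Imp* and *lin-28*, were chosen after the result was seen, while the direct test between the mutants, the counts over gene lists and camera were planned.

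A direct test between the mutants called 210 genes, 135 without *nonstop* replicate 4 and 122 without *sgf11* replicate 3, a comparison that the paper does not report. The 14 named genes among them differ as follows, in log2 fold change of *nonstop* over *sgf11*. Higher in *nonstop* were *CG32437* (9.73), *sgf11* (*Sgf11*, 5.67), *l(3)87Df* (4.41), *Hsc70-2* (4.23), *CG18233* (3.87) and *CG32037* (0.75). The values of *CG32437* and *Sgf11* depend on the prior count, since they had 1 count and 2 counts over the *sgf11* libraries, with ratios of 1231 (95% counting interval 221 to 48602) and 61.8 (17.1 to 511). Lower in *nonstop* were *Gyc89Da* (-3.95), FBgn0264718 (-2.82), *TpnC73F* (-2.50), *NLaz* (-1.65), *Eip78C* (-1.19), *Tig* (-1.03), *nonstop* itself (*not*, -0.82) and *Cul2* (-0.62). For these calls the real split was the only 1 of 35 splits to reach its count, and the highest other split called 1 gene. The same held for the 3561 genes called in *nonstop* and the 3037 called in *sgf11* (1 of 35 splits each, highest other 0). It also held for the 2482 called in both (1 of 100 splits, highest other 0). These are the lowest shares that so few splits can give. The other splits mix genotypes within a group, which widens the spread and leaves few calls. The splits also cannot tell genotype apart from any other difference that goes with it.

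The genes that differ between the mutants lie more often on chromosome 3, with 126 of 4225 tested genes there against 59 of 5219 elsewhere (odds ratio 2.69, 95% interval 1.95 to 3.74, p = 1.11e-10, Fisher's exact test), and 1.98 (1.24 to 3.22) among the genes of the deposited tables. This argues against separate roles of Nonstop and Sgf11 with no regard to chromosome as the whole cause. Strain differences on the third chromosomes, which carry both mutations, are a candidate explanation, since the odds ratio was 2.41 (1.71 to 3.41) without the 754 genes within 5 Mb of either locus. Genes called in both mutants had an odds ratio of 1.02 (p = 0.632, Fisher's exact test). Roles of either protein that act on chromosome 3 by preference were not tested and stay open.

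Of 58 tested genes of neuronal synapses and excitability, 29 rose and none fell in both mutants, with a median of 0.53 over the mean log2 fold changes of both and the same direction under each scaling tried (16 to 33 genes upregulated in both), though camera no longer called the list with an estimated correlation. The tables argue against a trend with abundance, since random lists matched on expression had medians of -0.22 to 0.10, and against a lower share of glial nuclei that raises every other cell type alike, since the neuroblast list fell to -0.44 (matched lists -0.29 to 0.23). More nuclei of mature neurons among the enriched nuclei cannot be told apart from a change within glia. *elav* (0.31 in *nonstop*) had upper limits of 0.55 and 0.22, below the list medians of 0.58 and 0.53. It is at 197 CPM in wild type, against a list median of 18.6, and which cells this comes from was not tested. If much of it comes from cells other than mature neurons, it would hide a small added share of neurons. Of the 58 genes, 57 are over 1 CPM in wild-type glia, 2 are in another list, which holds markers that the study names, and none was picked from these libraries, and how far the enrichment on glial KASH-GFP removes neuronal nuclei was not analysed here. The most abundant, chosen after their values were seen, are *unc-13* (366 CPM), *CaMKII* (231 CPM, 0.27 with FDR = 0.0516 and 0.54) and *dlg1* (228 CPM, 0.52 and 0.35).

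Of 27 tested ecdysone response genes, 16 were called in both mutants, with 15 down and 5 up in *nonstop* (the same adjusted over the list alone), 13 and 3 in *sgf11* (14 and 3 adjusted over the list alone) and 13 down and 3 up in both (*Hr38*, *ftz-f1* and *ImpL3*, chosen after their values were seen). *Hr3* (28.3 CPM in wild type) had log2 fold changes of -2.75 and -2.74 and *Eip78C* (39.8 CPM) -3.39 and -2.21, while camera gave adjusted p = 0.0013 and 1.19e-05, and adjusted p = 0.271 and 0.196 with an estimated correlation. The tables argue against a trend with abundance (list median -0.75, matched lists -0.29 to 0.21). RNA of fat body, epidermis and trachea lost from the mutants stays open, since 4 of 24 tested genes of those lists fell in both (*Fbp1*, *Cpr49Ac*, *Ilp6* and *pio*), and 1 rose, *Rfabg* (2833 CPM, on chromosome 4), while 5 fell and 2 rose in *nonstop* and 4 fell and 5 rose in *sgf11*, among them *Lsp1alpha* (1.37), *Lsp1beta* (1.24) and *Lsp2* (1.16), chosen after their values were seen, and how far the enrichment on glial KASH-GFP removes nuclei of these tissues was not analysed here. An earlier stage of the mutant larvae cannot be told apart from a direct effect of the deubiquitinase, which was not tested. Of *chinmo*, *Imp* and *lin-28*, 1 was called higher in both (*chinmo*, 1.31 and 1.01). *Imp* (0.52, and 0.25 with FDR = 0.0852) was called in *nonstop* alone and *lin-28* was not tested. *Ilp8*, whose hormone delays metamorphosis, also rose in both mutants. It was chosen after its values were seen and is given below with the immune genes.

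Among 453 groups of 4 libraries looked at, 21 held a library far from the other 3, where chance gives about 1 in 20 groups, or 23. In wild type these were, in CPM, *Ect4* (172), *Plap* (63.01), *Fbp1* (53.3) and *Prosbeta4R2* (0.00) in replicate 1, *uzip* (165), *Prosbeta4R1* (0.110) and *CR42530* (0.110) in replicate 2, *Appl* (122) and *Fmo-1* (0.0966) in replicate 3 and *lncRNA:CR40053* (0.105) in replicate 4. In *nonstop* they were *CG32237* (0.122) in replicate 1 and *Tig* (29.7) in replicate 2. In *sgf11* they were *jing* (345), *pdm3* (136), *mira* (11.8), *Eip78C* (10.4) and *CG14257* (0.923) in replicate 1, *Cdc42* (116) and *CG32437* (0.152) in replicate 2, and *Dif* (81.8) and the percentage of counts in entries that name no gene (96.7) in replicate 4.

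Signals outside the genes that the paper discusses are described below among the other observations. They are 1086 genes called in both mutants that the deposited tables do not list, 19 detoxification genes and 5 immune genes called in both mutants, 32 genes of chromosome 4 upregulated in both, and 10 genes with no count in wild type that were upregulated in both.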

How the results depend on the processing

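The alternatives were planned except for TMM factors from the genes of the deposited tables, which were chosen after the data were seen. Of 290 fold changes of named genes, 254 were called, of which 222 stayed called in the same direction in each alternative that tested the gene (all 23 for 142 of them, and at least 17 for the others), 32 lost their call in at least 1 and 0 reversed while called. Of the other 36, 20 were called in some alternative. The correlation between the mutants stayed between 0.714 and 0.931, and the distance from wild type to the mutants exceeded that between the mutants by 11.3 to 31.9 throughout. The depth of 6913032 to 11459317 counts limits genes near 1 CPM to about 7 to 11 reads, so a fold change there rests on few reads. List counts below are genes called in both mutants. Where no reason is given, the cause was not tested.

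With a mean log2 CPM above 4.5, fewer genes were tested and their TMM factors raised the median log2 fold change by 0.139 in *nonstop* and 0.116 in *sgf11*. The counts were then 952 up and 823 down in *nonstop*, 872 and 708 in *sgf11*, 754 and 598 in both and 97 between the mutants, a share of 15.9% of expressed genes, 74 named genes called in both, and 3 glial markers, 4 ribosomal, 1 muscle, 2 neuroblast, 1 eye disc, 1 trachea and epidermis, 6 detoxification, 3 immune and 5 SAGA genes. Limited to the genes of the deposited tables, again fewer and with a rise of 0.146 and 0.123, they were 927 and 813, 860 and 705, 741 and 595, and 100, with a share of 15.7% and 3 glial markers, 4 ribosomal, 1 muscle, 3 neuroblast, 1 eye disc, 1 trachea and epidermis, 6 detoxification, 3 immune, 5 SAGA, 8 autophagy and 12 actin genes. Among the same genes, the test of all genes called 544 up and 854 down in both mutants above 4.5, and 529 and 867 in the deposited tables, so the balance of up and down moved with the scaling. With TMM factors from those genes and all genes tested, 1086 genes fell in *nonstop*, 935 in *sgf11* and 741 in both, with 3 glial markers, 5 ribosomal, 6 neuroblast and 1 eye disc gene.

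The edgeR exact test gave 343 genes between the mutants, 4 glial markers and 5 hemocyte genes. DESeq2 gave 335, 6 glial markers, 8 glial subtype genes and 19 ribosomal genes. An FDR of 0.05 gave 386, 6 glial markers, 6 hemocyte, 9 glial subtype, 29 ribosomal, 6 eye disc, 12 cell cycle and 5 mitochondrially encoded genes. With library size only there were 3 glial markers, 16 neuronal synapse genes and 1 muscle gene, with no filter 4 glial markers, 15 ribosomal genes and 1 muscle gene, with only the 2 groups compared 2 glial markers, 5 hemocyte, 5 ribosomal and 1 muscle gene, and with the replicate block 3 glial markers and 1 muscle gene. RLE size factors moved none of these counts by over 1.5 times. In camera with an estimated correlation, 0 lists passed in both mutants, against 10 with the preset correlation, and 1 passed in *nonstop*. Both sets that the study picked from these libraries are among the 10. The 1 that passed in *nonstop* is the axon guidance set of the study, which was selected partly for being downregulated.

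Leaving out each library in turn gave 122 to 221 genes between the mutants, 1 to 3 glial markers, 3 to 15 ribosomal, 1 to 3 muscle, 6 to 10 neuroblast, 1 to 2 eye disc, 1 to 2 trachea and epidermis, 4 to 8 SAGA and 3 to 5 genes of the neuronal markers.

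Reversed values were small, and none was called. *Cht2 in sgf11* (0.02) was -0.039 with library size only, -0.031 with no filter and -0.036 to 0.074 with a library left out. *elav in sgf11* (-0.02) was 0.099 above 4.5, 0.11 in the deposited genes, 0.11 with their TMM factors and -0.096 to 0.056 with a library left out. *Mdr65 in nonstop* (-0.10) was 0.035, 0.041 and 0.041 in the same 3 settings and -0.23 to 0.0027 with a library left out. *Mdr65 in sgf11* (0.01) was -0.053 with library size only, -0.045 with no filter, -6.48e-05 with the replicate block and -0.12 to 0.11 with a library left out. *robo3 in nonstop* (0.08) was -0.060 with library size only and -0.013 to 0.20 with a library left out, and *robo3 in sgf11* (-0.07) was 0.046 above 4.5, 0.053 in the deposited genes, 0.052 with their TMM factors and -0.17 to 0.027 with a library left out.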

Differences from the paper's values

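Counts below are at the thresholds that the paper states, an FDR under 0.01 and over 1 CPM in at least 4 libraries, and the paper does not state which library totals the CPM were computed on.

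In *nonstop* glia 1862 genes were upregulated, where the paper's value is 966, and 1699 were downregulated, where the paper's value is 836. Among the alternatives set before the data were examined, the upregulated count came within 1.5 times of the paper's with library size only (1326), with a mean log2 CPM above 4.5 (952) and with tests limited to the genes of the deposited tables (927), and the downregulated count in the last 2 of these (823 and 813). In *sgf11* glia 1634 genes were upregulated, where the paper's value is 900, and 1403 were downregulated, where the paper's value is 744. The upregulated count came within the paper's in the same 3 settings (1329, 872 and 860) and the downregulated count in the last 2 (708 and 705).

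In both mutants 1310 genes were upregulated (the paper's value, 779), 1172 were downregulated (the paper's value, 629) and 2482 were called in all (the paper's value, 1408). The upregulated count came within the paper's with library size only (974), above 4.5 (754), in the deposited genes (741), without wild type replicate 1 (1122), without wild type replicate 2 (1121) and without *sgf11* replicate 3 (1149). The downregulated count did so above 4.5 (598), in the deposited genes (595), without wild type replicate 1 (931) and without wild type replicate 2 (915), and the total in the same 4 settings (1352, 1336, 2053 and 2036). The share of actively transcribed genes was 29.2%, where the paper's value is 16%, and came within the paper's above 4.5 (15.9%), in the deposited genes (15.7%) and without wild type replicate 2 (23.9%). The 29.2% counts all 2482 genes against the 8511 with an FPKM over 1. Over the 2036 of them that pass this FPKM, the share is 23.9%, which is within 1.5 times of the paper's.

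For all 8 of these values the gap stayed with the edgeR exact test, DESeq2, RLE size factors, no filter on low counts, only the 2 groups compared, an FDR of 0.05, the replicate block and each library left out other than those named. It also stayed with library size only for the values where that setting is not named.

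The tests above 4.5 and in the deposited genes also computed TMM factors from these genes alone. Among the deposited genes, the test of all genes called 678 up and 1152 down in *nonstop*, 608 and 978 in *sgf11*, and 529 up, 867 down and 1396 in all in both mutants, each within 1.5 times of the paper's, a count chosen after seeing the values that leaves 251 of the paper's 1408 genes uncalled.

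Over the 3633 genes of the deposited tables, the log2 fold changes of the authors exceeded those here by a median of 0.146 (SD 0.00455) in *nonstop* and 0.123 (SD 0.0037) in *sgf11*. TMM factors from these genes gave the same shifts, so the authors' values lie on that scale. Of the 1408 genes that the paper calls, 251 were not called in both mutants here, 250 of them upregulated. Of these 251, tests limited to the genes of the deposited tables called 208, a mean log2 CPM above 4.5 called 200, an FDR of 0.05 called 155, DESeq2 49, the edgeR exact test 48, the replicate block 19, only the 2 groups compared 16, no filter 2, RLE size factors 1 and library size only 1. Leaving out a library called between 3 (without *nonstop* replicate 1, and without *sgf11* replicate 3) and 37 (without wild type replicate 3) of them. TMM factors from the deposited genes, a setting chosen after seeing the values, called 196 of the 251, gave 741 downregulated genes in both mutants and left 119 of the paper's 1408 genes uncalled.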

Other observations

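The gene lists were planned, while the test on chromosome 4 and the genes said to be chosen after their values were seen came after the result was seen.

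Of 39 tested cytochrome P450, glutathione transferase and related genes, 24 were upregulated and 3 downregulated in *nonstop* (25 and 3 adjusted over the list alone), 19 and 1 in *sgf11* (the same adjusted over the list alone), and 18 rose and 1 fell in both, where all 3 scaling alternatives kept the direction. *Cyp6a23* rose from 0.293 ± 0.226 CPM (SD, n = 4) in wild type to 15.7 ± 2.88 in *nonstop* and 9.82 ± 2.38 in *sgf11*, *Cyp28a5* from 4.97 ± 1.25 CPM with log2 fold changes of 3.63 and 3.32, and *GstD5* had 3.99 and 4.57. In camera the list had adjusted p = 1.55e-06 and 4.62e-06, and adjusted p = 0.231 and 0.196 with an estimated correlation. Members were overrepresented among the genes upregulated in both mutants (adjusted p = 6.19e-06, Fisher's exact test, one-sided), and 1 member, *Cyp28d1*, was picked by the study. Of the 39, 32 were over 1 CPM in wild type. The filter can keep the others through mutant libraries in which they are high, which favors upward calls. The list was also written after the paper's lists of called genes had been seen, so this test is not independent of these libraries.

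Of 16 tested immune genes, 6 were upregulated and 1 downregulated in *nonstop*, 6 and 0 in *sgf11* (the same adjusted over the list alone), and 5 rose in both. *TotM* had log2 fold changes of 3.21 and 3.24, *Irc* 2.19 and 2.40, *nec* 1.26 and 1.08, *Dif* 0.83 and 0.78 and *Rel*, chosen after its values were seen, 0.50 and 0.55. In camera the list had adjusted p = 0.129 and 0.0446, and adjusted p = 0.305 and 0.196 with an estimated correlation. *Ilp8*, which encodes a hormone that delays metamorphosis and was chosen after its values were seen, rose from 0.127 ± 0.0970 CPM (SD, n = 4) to 5.25 ± 1.33 in *nonstop* and 17.4 ± 6.59 in *sgf11*. *Syp*, also chosen after its values were seen, had log2 fold changes of -0.67 and -0.72.

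Genes of chromosome 4 rose more often than others. Of 83 tested, 32 were upregulated and 2 downregulated in both mutants, or 38.6% upregulated against 12.8% of other genes (odds ratio 4.26, 95% interval 2.64 to 6.79, p = 4.13e-09, Fisher's exact test). The upregulated count was 31 with RLE size factors, 23 with library size only and 42 with TMM factors from the deposited genes. *Rfabg*, *Gat* and *unc-13* are on this chromosome.

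Of the genes upregulated in both mutants, 10 had no count in any wild-type library. They are *Cyp6a17*, *CG18233*, *CG4174*, *CG42711*, *Cyp6a19*, *CG32117*, *CG3588*, *Or23a*, *CG7691* and FBgn0058249, of which those outside the naming rule were chosen after their values were seen. For these genes, strain differences between the mutants and wild type cannot be told apart from effects of the mutations. Wild type carried TM3, a balancer of chromosome 3, but 2 of these genes are on arm 2L, 2 on 2R and 1 on X. In 5 groups of equal size by mean CPM, the median log2 fold change of the lowest group was 0.56 in *nonstop* and 0.48 in *sgf11*, and the share downregulated in both mutants was 1.86% there and 23.3% in the highest group. The share upregulated in both was 12.4% in the lowest and 15.6% in the highest group. The 6333 genes tested that the deposited tables do not list held 781 of the genes upregulated and 305 of those downregulated in both mutants.

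Genes of glia went both ways. Of 24 tested genes of glial subtypes, 6 were upregulated and 4 downregulated in *nonstop* (the same adjusted over the list alone), 5 and 2 in *sgf11* (6 and 2 adjusted over the list alone), and 4 rose and 1 fell in both. The astrocyte-like glia genes *alrm* (367 ± 117 CPM, SD, n = 4), *Gat* and *Eaat1* had log2 fold changes of 1.11 and 1.42, 1.28 and 1.28, and 0.71 and 0.76, and *Eaat2* (0.50 and 0.55) and *Nrx-IV* (-0.52 and -0.42), both chosen after their values were seen, complete the 5. Of the 9 glial markers of the study, 1 was upregulated and 4 were downregulated in *nonstop* (2 and 4 adjusted over the list alone), 1 and 1 in *sgf11* (3 and 2 adjusted over the list alone), and 1, *Galphai* (-0.89 and -0.61), fell in both, while leaving out a library gave 2 (wild type replicate 3, *nonstop* replicates 2, 3 and 4, *sgf11* replicate 2) or 3 (*sgf11* replicate 1) called in both. *repo* (148 ± 11.5 CPM) had -0.29 (FDR = 0.0709) and -0.23 (FDR = 0.150), *nrv2* 0.61 and 0.56 (FDR = 0.0139), *Gs2* 0.34 (FDR = 0.362) and 1.22, *spin* -0.60 and -0.35 (FDR = 0.0231), *moody* -0.54 and -0.46 (FDR = 0.0143), *loco* -0.40 and -0.30 (FDR = 0.0228) and *daw* 0.52 (FDR = 0.0153) and 0.57 (FDR = 0.0103). *Mdr65* was not called (2611 ± 369 CPM, -0.10 with FDR = 0.668 and 0.01 with FDR = 0.957). In camera, the subtypes had adjusted p = 0.684 and 0.391 and the markers 0.245 and 0.553, and with an estimated correlation adjusted p = 0.896 and 0.819, and 0.722 and 0.819.

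Of 21 tested neuroblast and progenitor genes, 9 were downregulated and 1 upregulated in *nonstop* (10 and 1 adjusted over the list alone), 11 and 1 in *sgf11* (12 and 2 adjusted over the list alone), and 9 fell and 1 rose in both, 5 and 1 with TMM factors from the deposited genes, and 6 in all without wild type replicate 1. *mira* had log2 fold changes of -0.80 and -1.16, *sc* -1.37 and -1.46, *slp1* -1.13 and -1.08 and *tll* -1.02 and -1.21, while *cas*, chosen after its values were seen, had 0.94 and 0.53. In camera the list had adjusted p = 0.0186 and 0.00127, and adjusted p = 0.374 and 0.222 with an estimated correlation, and members were overrepresented among the genes downregulated in both mutants (adjusted p = 0.00136, Fisher's exact test, one-sided). Of the 11 tested neuronal and progenitor markers of the study, 3 were upregulated and 3 downregulated in *nonstop*, 2 and 4 in *sgf11* (the same adjusted over the list alone in both), and 2 rose (*Appl*, 0.85 and 0.92, and *Alk*, 0.85 and 0.55) and 3 fell in both (*svp*, -0.94 and -0.91, *erm*, -0.64 and -0.67, and *dac*), 1 fell and 4 rose with TMM factors from the deposited genes, and 3 in all were called without wild type replicate 1, without wild type replicate 2 or without *nonstop* replicate 2. In camera these markers had adjusted p = 0.684 and 0.719, and adjusted p = 0.772 and 0.819 with an estimated correlation.

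Of 80 tested cytosolic ribosomal protein genes, 28 were downregulated and 2 upregulated in *nonstop* (29 and 2 adjusted over the list alone), 7 and 3 in *sgf11* (1 and 0 adjusted over the list alone), and 7 fell and 1 rose in both, among them *RpL24* (-0.65 and -0.62), *RpL18* (-0.73 and -0.44) and, upward, *RpS5b* (1.65 and 1.70), while 1 fell and 4 rose in both with TMM factors from the deposited genes. The 8 called in both became 15 without wild type replicate 3, 3 without wild type replicate 2 or *sgf11* replicate 1, 4 without *nonstop* replicates 1 or 4 or *sgf11* replicates 3 or 4, and 5 without *sgf11* replicate 2. In camera the list fell with adjusted p = 3.86e-06 and 0.00296, and with adjusted p = 0.703 and 0.786 with an estimated correlation. Of 24 tested genes of SAGA and the H2B ubiquitin machinery, 9 were downregulated and 3 upregulated in *nonstop*, 8 and 2 in *sgf11* (the same adjusted over the list alone in both), and 7 fell and 2 rose in both, where the fall in both was 3 with TMM factors from the deposited genes. This list holds the mutated genes themselves. *not* is among the 7, and *Sgf11* fell in *sgf11*, so the counts and tests partly restate the mutations. *Taf9* had log2 fold changes of -1.16 and -0.76 and *Taf10b* -0.90 and -0.55 (FDR = 0.0358), and the 2 that rose, chosen after their values were seen, are *Ada2b* (0.55 and 0.71) and *Ubc6* (0.33 and 0.38). The 9 called in both became 4 without wild type replicate 1 or *sgf11* replicate 1, and 5 without *nonstop* replicate 4 or *sgf11* replicate 4. In camera this list had adjusted p = 0.0318 and 0.0808, and adjusted p = 0.183 and 0.196 with an estimated correlation. Of the 15 mitochondrially encoded genes, 7 were upregulated in *nonstop* and 3 in *sgf11* (the same adjusted over the list alone), and *mt:ATPase6* (1.47 and 1.78), *mt:ND4* (1.52 and 0.78) and *mt:ND6* (0.71 and 0.72) rose in both. Their share of gene counts was 12.1 ± 0.902% in wild type, 14.0 ± 2.06% in *nonstop* and 15.6 ± 3.13% in *sgf11* (SD, n = 4), with adjusted p = 0.00147 and 0.0817 in camera, and adjusted p = 0.597 and 0.786 with an estimated correlation.

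Of 22 tested photoreceptor and eye disc genes, 1 was upregulated and 1 downregulated in *nonstop* (the same adjusted over the list alone), 1 and 3 in *sgf11* (1 and 2 adjusted over the list alone), and 1 rose (*norpA*, 1.14 and 0.94) and 1 fell (*dac*) in both, 1 in all without wild type replicates 1, 2 or 3 or *nonstop* replicate 2. Of 16 hemocyte and extracellular matrix genes, 1 rose and 4 fell in *nonstop*, 1 rose and 2 fell in *sgf11* (the same adjusted over the list alone in both), and *LanA* (1.12 and 1.43) rose and *Ppn* (-1.75 and -1.27) and *crq* (-0.91 and -0.65) fell in both. Of 12 fat body genes, 1 rose and 3 fell in *nonstop* (the same adjusted over the list alone), 4 rose and 2 fell in *sgf11* (4 and 3 adjusted over the list alone), and *Rfabg* rose and *Ilp6* (-1.47 and -1.31) and *Fbp1* (-4.27 and -2.36) fell in both. Of 17 muscle genes, 2 rose in *nonstop* (the same adjusted over the list alone), 3 rose and 1 fell in *sgf11* (2 and 0 adjusted over the list alone), and *fln* (3.36 and 3.71) and *TpnC47D* (3.05 and 2.08) rose in both, 1 without wild type replicates 2, 3 or 4 or *sgf11* replicates 1 or 3. Wild type replicate 1 had a mean log2 CPM of 3.06 over the muscle list. The other wild-type libraries had 1.87 to 1.98 and the mutant libraries 2.46 to 2.83. Of 12 trachea and epidermis genes, 1 rose and 2 fell in each mutant (the same adjusted over the list alone), and *Cpr49Ac* and *pio* (-0.55 and -0.73) fell in both, 1 without wild type replicate 3 or *nonstop* replicates 1, 2 or 4. In camera, adjusted p in *nonstop* and *sgf11* was 0.185 and 0.0986 for eye disc, 0.434 and 0.789 for hemocytes, 0.375 and 0.719 for fat body, 0.408 and 0.326 for muscle and 0.735 and 0.264 for trachea and epidermis. With an estimated correlation, adjusted p was 0.703 and 0.768, 0.703 and 0.849, 0.703 and 0.819, 0.722 and 0.786, and 0.896 and 0.786.

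The 19 genes that the study picked for qRT-PCR, 6 up and 13 down in each mutant (the same adjusted over the list alone), had adjusted p = 0.0187 and 0.0308 in camera, and adjusted p = 0.183 and 0.196 with an estimated correlation.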
